# A multi-scale model for hair follicles reveals heterogeneous domains driving rapid spatiotemporal hair growth patterning

**DOI:** 10.7554/eLife.22772

**Published:** 2017-07-11

**Authors:** Qixuan Wang, Ji Won Oh, Hye-Lim Lee, Anukriti Dhar, Tao Peng, Raul Ramos, Christian Fernando Guerrero-Juarez, Xiaojie Wang, Ran Zhao, Xiaoling Cao, Jonathan Le, Melisa A Fuentes, Shelby C Jocoy, Antoni R Rossi, Brian Vu, Kim Pham, Xiaoyang Wang, Nanda Maya Mali, Jung Min Park, June-Hyug Choi, Hyunsu Lee, Julien M D Legrand, Eve Kandyba, Jung Chul Kim, Moonkyu Kim, John Foley, Zhengquan Yu, Krzysztof Kobielak, Bogi Andersen, Kiarash Khosrotehrani, Qing Nie, Maksim V Plikus

**Keywords:** hair follicle, skin, pattern formation, Mouse

## Abstract

The control principles behind robust cyclic regeneration of hair follicles (HFs) remain unclear. Using multi-scale modeling, we show that coupling inhibitors and activators with physical growth of HFs is sufficient to drive periodicity and excitability of hair regeneration. Model simulations and experimental data reveal that mouse skin behaves as a heterogeneous regenerative field, composed of anatomical domains where HFs have distinct cycling dynamics. Interactions between fast-cycling chin and ventral HFs and slow-cycling dorsal HFs produce bilaterally symmetric patterns. Ear skin behaves as a hyper-refractory domain with HFs in extended rest phase. Such hyper-refractivity relates to high levels of BMP ligands and WNT antagonists, in part expressed by ear-specific cartilage and muscle. Hair growth stops at the boundaries with hyper-refractory ears and anatomically discontinuous eyelids, generating wave-breaking effects. We posit that similar mechanisms for coupled regeneration with dominant activator, hyper-refractory, and wave-breaker regions can operate in other actively renewing organs.

**DOI:** http://dx.doi.org/10.7554/eLife.22772.001

## eLife digest

Skin includes hundreds of thousands of hair follicles that cycle through different stages of activity. Each follicle grows hair, sometimes (in the case of long hairs like human head hair and horse tail hairs) for several years, before losing it. The follicle then goes through a resting stage before starting to grow another hair. To achieve high hair density, the follicles need to coordinate their hair-making activities. If they all worked independently from one another, bald patches would inevitably form that would compromise how effectively the skin works.

Groups of cells can communicate using a variety of chemical signals. It was not known whether cells in hair follicles from different regions of the skin rely on the same signals to communicate, and whether follicles in neighboring regions are able to ‘understand’ one another.

Through a combination of mathematical modeling and experimental results from mice, Wang, Oh et al. now show that hair follicles across the body use a common signaling system. This system consists of a pair of signals: ‘activators’ that stimulate hair growth, and ‘inhibitors’ that prevent it. The balance between these two signals affects the pattern of hair growth. For example, higher levels of activators allow fur to grow thickly on the belly of the mouse, likely to protect against heat loss and injuries from the ground. By contract, higher levels of inhibitors make the hairs on the ear sparse, which may prevent them from interfering with hearing.

There is little evidence that hair follicles on the scalp communicate in adult humans. Learning to activate and control communication between these follicles could provide a way to treat male pattern baldness and similar conditions. Understanding how hair follicles communicate may also help researchers to develop ways of regenerating other fast-renewing organs, such as the gut and bone marrow.

**DOI:** http://dx.doi.org/10.7554/eLife.22772.002

## Introduction

Featuring prominent growth cycles, the hair follicle (HF) is a model system of choice for studying tissue regeneration. At the level of cellular activities, the hair growth cycle consists of three consecutive phases: anagen, phase of active proliferation; catagen, apoptotic involution phase; and telogen, relative quiescence phase (Al-Nuaimi et al., 2010; Paus and Foitzik, 2004; Schneider et al., 2009; Stenn and Paus, 2001). Cyclic regeneration is sustained by the bulge stem cells, located at the base of the permanent HF portion (Cotsarelis et al., 1990). During anagen initiation, signals from the niche, including the dermal papilla (DP), stimulate bulge stem cells and adjacent hair germ (HG) progenitors to proliferate (Enshell-Seijffers et al., 2010; Greco et al., 2009; Legrand et al., 2016). Activated progenitors generate all lower HF structures, including the outer root sheath (ORS) and hair matrix. During catagen, a widespread apoptotic program remodels the HF back toward a telogen state (Botchkarev et al., 2001b; Fessing et al., 2006; Foitzik et al., 2000; Lindner et al., 1997; Mesa et al., 2015). Conceptually, since the bulge produces downward migrating progeny (Hsu et al., 2011), it effectively serves as a progenitor source, while the matrix functions as a sink, and the ORS as a channel for progenitors transiting between them.

The signaling mechanisms that time these coordinated cellular activities during hair regeneration remain incompletely understood (Al-Nuaimi et al., 2014; Bernard, 2012; Lin et al., 2009; Paus et al., 1999). The putative ‘hair cycle clock’ is thought to be composed of one or several activator/inhibitor pairs acting to time key cycle phase transitions at set thresholds of their activities. Accordingly, cycle pace will depend on the speed at which activators and inhibitors reach their respective thresholds (Chen et al., 2015). Importantly, HFs exist as large populations and at least in the dorsal skin they interact to coordinate growth cycles (Hodgson et al., 2014; Plikus et al., 2011, Plikus and Chuong, 2008a, Plikus et al., 2008b). Such coordination implies that at least some of the activators and inhibitors should be present between HFs, in the so-called skin macro-environment. Previous work on dorsal skin indicates that BMP and WNT pathways constitute important components of the hair cycle clock. Indeed, defects in either of these pathways can dramatically change hair cycle progression (Botchkarev et al., 2001a; Botchkarev and Sharov, 2004; Choi et al., 2013; Enshell-Seijffers et al., 2010; Kandyba and Kobielak, 2014; Kandyba et al., 2013; Kobielak et al., 2003, 2007; Sharov et al., 2005, 2006), and ligands and antagonists for both pathways mediate macro-environmental coordination between HFs (Chen et al., 2014; Plikus et al., 2011; Plikus and Chuong, 2014). Additionally, FGF, PDGF, TGFβ, TNFα and other pathways can modulate hair cycle (Chen et al., 2015; Festa et al., 2011; Higgins et al., 2014; Ito et al., 2003; Kimura-Ueki et al., 2012; Leishman et al., 2013; Oshimori and Fuchs, 2012; Plikus, 2012; Rivera-Gonzalez et al., 2016). Importantly, the combined signaling activities for the above pathways partition the hair cycle in the dorsal skin into four functional phases, each with its distinct activator/inhibitor profile: propagating anagen (*P*), autonomous anagen (*A*), refractory telogen (*R*) and competent telogen (*C*) (Hodgson et al., 2014; Plikus and Chuong, 2014; Plikus et al., 2008b). Interactions between HFs enable hair regeneration across dorsal skin to self-organize into dynamic patterns. Critical for this self-organization are the following HF-to-HF interactions: *P*-phase HFs can induce neighboring *C*-phase HFs to enter anagen via diffusible activators, leading to hair growth coupling, while *A*-phase anagen or *R*-phase telogen HFs cannot couple due to high levels of inhibitors (Murray et al., 2012; Plikus et al., 2011; Plikus and Chuong, 2014; Plikus et al., 2008b). It remains unknown, however, whether this self-organization mechanism and its underlying WNT/BMP signaling activities is a general feature of all body skin or a special case for dorsal skin only.

Integrative understanding of large-scale hair regeneration requires a systems biology approach. Previous modeling on HFs include cellular automaton models (Halloy et al., 2000; Plikus et al., 2011), feedback-control model (Al-Nuaimi et al., 2012) and the FitzHugh-Nagumo (FHN) excitable medium model (Murray et al., 2012). Here, we present a unified three-dimensional and stochastic modeling framework for the HF that captures: (i) activator/inhibitor signaling dynamics in a single HF, (ii) cyclic growth of a single HF, and (iii) coupling between multiple HFs through diffusive signals. Using this model, we reveal that skin as a whole behaves as a heterogeneous regenerative field, where: (a) dominant hair cycle waves start in the ventrum, (b) propagate dorsally in a bilateral pattern, (c) stop at the boundary with hyper-refractory ear skin, and (d) break at non-propagating anatomical landmarks, such as eyelids and ears. We also show that WNT and BMP serve as a universal activator/inhibitor signaling pair, whose varying activities underlie distinct hair regeneration dynamics in all anatomical locations studied. These results provide new understanding of how the entire skin of the animal manages all of its hair regeneration.

## Results

### A multi-scale model recapitulates a single growing HF, as well as HF-to-HF communication

First, in modeling the geometry of a single HF, we considered four key expression sites for activator/inhibitor ligands, antagonists, and receptors along the HF axis: bulge, HG, matrix, and DP (Figure 1A). During the cycle, the bulge (assigned as Region I) remains relatively static, whereas the DP moves up and down along the HF axis. Also dynamic are the HG and matrix. The former only exists during telogen, while the latter only exists during anagen. The HG grows down to make matrix during anagen onset, whereas during catagen, the matrix collapses, and a new HG reforms. Simplistically, cyclic HG→matrix→HG dynamics are coordinated with the DP; thus, in the model we identify them jointly as Region II. Next, we considered that both regions produce signaling factors. Although a biological simplification, we assumed that Region I does so at a rather constant rate, while Region II shows distinct temporal dynamics (Appendix 2—table 4). We also assumed that Region II is essential for sending hair cycle-promoting signal(s), while Region I is the primary signal target. In short, we hypothesized that the essential temporal molecular dynamics in the HF operate as follows: Region II generates a signaling ligand (L) gradient; Region I detects it and transmits it into ligand-bound receptors (LR) that then, through a series of intermediate signaling steps not captured in the model directly (such as activities of the downstream signaling pathways and involvement of additional cell populations), regulates cyclic HF growth (Figure 1A). The molecular signaling events, either activating or inhibitory, can be summarized as:

(1)∂∂t[L] = Diffusion+Production+Reaction of L and R(2)∂∂t[LR] = Reaction of L and R +Degradation +Extra Source

**Figure 1.**
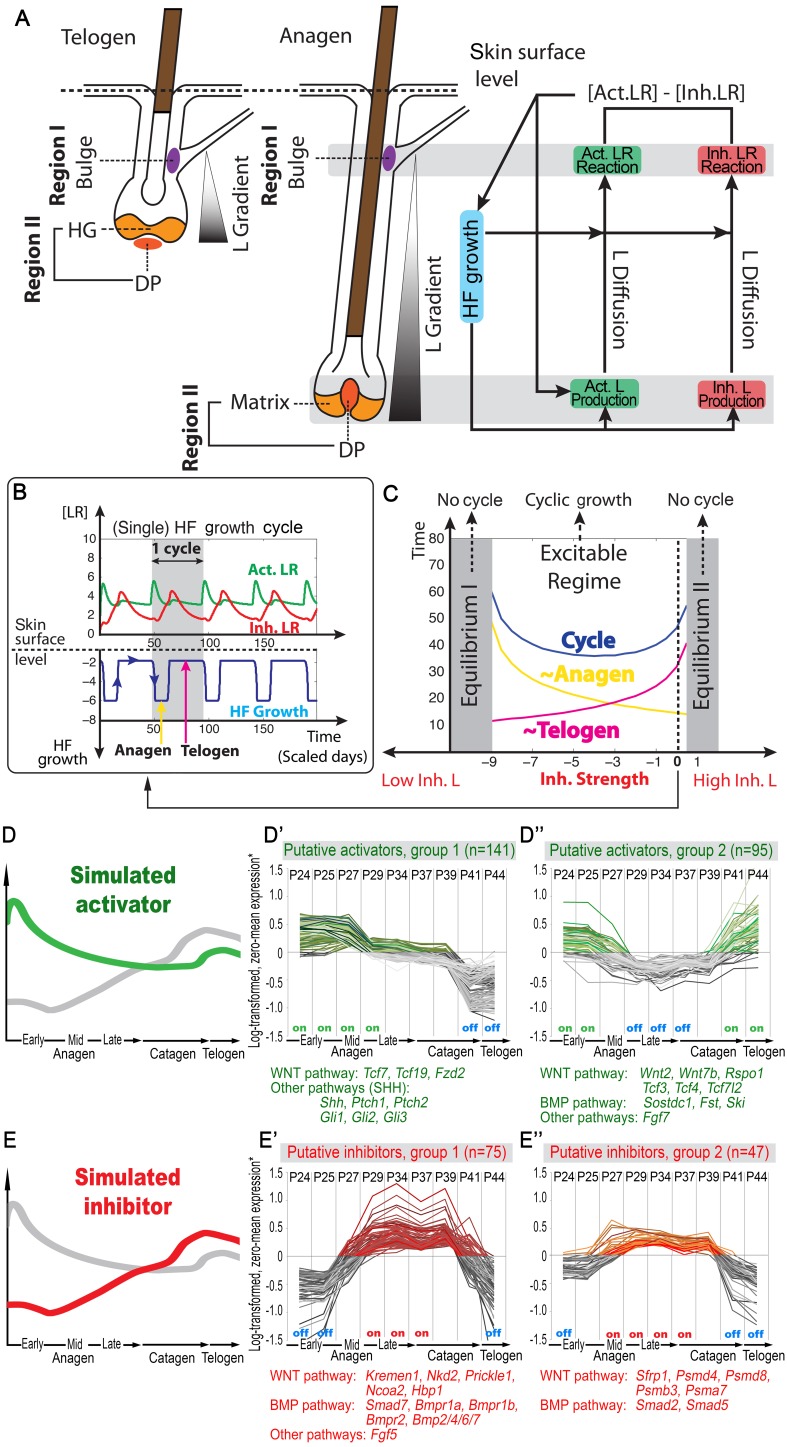
Model recapitulates hair cycling and its associated activator and inhibitor signaling dynamics. (**A**) Schematic depiction of HF growth dynamics during telogen and anagen. Telogen and anagen HFs are shown on the left and in the center, respectively. In both hair cycle phases, Region I (purple) represents bulge and Region II (orange) represents DP with HG during telogen phase, and DP with matrix during anagen phase. On the right, schematic drawing of diffusive activator (Act. L. in green) and inhibitor (Inh. L. in red) interactions with their corresponding receptors (Act. R and Inh. R, not depicted) that form ligand-bond-receptors (Act. LR and Inh. LR) and their coupling with physical growth of the HF (blue) is shown. (**B**) Typical noise-free dynamics of the activator (green) and inhibitor (red) and cyclic HF growth (blue) are shown. X-axis is time in simulated days. Y-axis for activator and inhibitor shows simulated signaling levels, and for HF growth – simulated length of the HF. Grey area demarcates one modeled hair growth cycle. (**C**) The duration of *~anagen* and *~telogen* phases as the function of inhibitor signaling strengths. X-axis shows modeled inhibitor levels with ‘0’ being an arbitrary baseline levels. Y-axis shows time in simulated days. Upon stronger inhibitory signaling (high Inh. L level) *~anagen* shortens (yellow) and *~telogen* lengthens (purple). The entire cycle (blue) becomes longer either with stronger or weaker inhibitory signaling. When inhibitory signaling becomes either very strong or very weak, the excitability of the system breaks down and HFs equilibrate in one state (grey regions). Also see Appendix 2—tables 1, 2 and 4. (**D–E’’**) A total of 236 putative activator genes (green) and 122 putative inhibitor genes (red) available from a whole skin microarray dataset were identified to recapitulate temporal dynamics of the simulated activator (**D**) and inhibitor (**E**), respectively. Multiple WNT pathway members are in the putative activator gene set (**D’, D’’**), while BMP pathway members are among the putative inhibitor genes (**E’, E’’**). See gene list in Dataset 1. For all genes log-transformed, zero-mean expression profile values were calculated using colorimetric ratio-scale algorithm as reported in (Lin et al., 2009). **DOI:** http://dx.doi.org/10.7554/eLife.22772.003

where L, R and LR stand for ligands, receptors, and ligand-bound receptors, respectively. In the dynamics of LR (Equation 2), the ‘Extra Source’ describes stochastic signaling effects due to noise, and potential signaling contributions from Region I (Appendix 2-Governing equations for activators and inhibitors). As Equations 1 and 2 show, ligand-receptor interactions in the model take place only for the same signaling pathway, and no direct pathway cross-talk is set to occur. This, again, is a biological simplification. Recently, evidence for pathway interactions have emerged (Kandyba et al., 2013), and its effect is explored in Appendix 2-Possible interactions between the activator and inhibitor pathways do not qualitatively alter the HF dynamics.

Our model integrates key signaling features of the hair growth cycle: strong activator signals enhance HF growth, while strong inhibitor signals prevent it. We modeled HF growth through the spatial average of LR concentration differences between the levels of activator and inhibitor in Region I (Equation 7 in Appendix 2-Modeling HF phases by concentration difference). We assumed the hair cycle has two critical ‘checkpoints’: (i) the event in late competent telogen, when production of activator starts to increase (Chen et al., 2014; Greco et al., 2009; Oshimori and Fuchs, 2012; Plikus et al., 2008b), and (ii) the event of anagen termination, when the HF starts to involute. Thus, our model recognizes two phases determined by these checkpoints: *~anagen,* starting from the moment of activator amplification until anagen termination, and *~telogen*, lasting until the next activator amplification event. In the context of the conventional hair growth cycle, *~anagen* incorporates the late portion of competent telogen and the entire anagen, while *~telogen* includes catagen, refractory telogen and the remainder of competent telogen (Plikus et al., 2011; Plikus and Chuong, 2014; Plikus et al., 2008b) (Appendix 2-Modeling HF phases by concentration difference; Appendix 2—figure 2).

Model simulations produce several emergent behaviors. The cycle becomes autonomous – that is, it displays stable periodicity and excitability emerges naturally without a built-in ‘clock’ (Figure 1B). Cycling is maintained within a range of parameter values, allowing testing for various intrinsic and extrinsic signaling scenarios (Figure 1C). Associated with these dynamics are periodic changes in the system’s geometry – the signaling source in Region II moves cyclically. Simulations indicate that the moving HF geometry in the model is critical, greatly contributing to the regulation of the cycle. In a single HF model, activator/inhibitor diffusion occurs only along the HF axis. When a HF population is modeled, hair-to-hair communication emerges naturally as ligand diffusion from neighbors supplements intrinsic HF ligand levels. As such, hair cycle pace depends on interactive signaling between neighboring HFs – a feature that we explore below.

### HF cycling emerges from the growth-mediated coupling of activator and inhibitor

Our model predicts that HF cycling occurs only within a certain range of signal strengths, that is the excitable regime (Figure 1C, white region). Within this regime, activator and inhibitor are predicted to inversely modulate duration of both *~telogen* and *~anagen* phases. At certain, either too high or too low signal strengths, the excitability is predicted to break down and the HF is expected to enter a non-cycling state of equilibrium (Figure 1C, grey regions). For example, when inhibitor levels are very high, the HF is predicted to equilibrate in an extended telogen (Appendix 2—figure 5A), while extended anagen is predicted for the opposite signaling condition (Appendix 2—figure 5B).

Next, we used bioinformatic and experimental approaches to validate the model’s key prediction that the same activator or inhibitor pathway can inversely modulate telogen and anagen phase duration. Considering the established roles for BMP and WNT as respective inhibitor and activator pathways regulating telogen duration in the dorsal skin, we explored if they can also regulate anagen duration in the same skin region in a model-predicted fashion. First, we found that model-predicted temporal dynamics for inhibitor and activator during *~anagen* (Figure 1D and 1E) match the actual anagen expression dynamics for multiple BMP and WNT pathway members established on a highly temporally resolved whole-tissue dorsal skin microarray dataset (Lin et al., 2009) (Figure 1D–E’’; Appendix 1-Identifying model predicted hair cycle activators and inhibitors). We also show that perturbing BMP (for details see Appendix 1-Validating model-predicted roles for BMP signaling in hair cycle control) and WNT in transgenic mice (for details see Appendix 1-Validating model-predicted roles for WNT signaling in hair cycle control) alters dorsal anagen phase duration and leads to hair length defects in a way that is consistent with the model’s predictions. Overall, this data shows that our model generates biologically meaningful outcomes and that its predictive power is robust.

### Model reveals skin is a heterogeneous regenerative field

Next, we set out to explore novel aspects of hair regeneration at the population level. For this purpose, we modeled a linear array of HFs (i.e. two-dimensional organization; Appendix 2—figure 4A) and a grid of HFs (i.e. three-dimensional organization; Appendix 2—figure 4B). In both cases, the diffusion of activators and inhibitors accompanying each HF during growth naturally led to HF coupling (Appendix 1-Validating model-predicted roles for BMP signaling in hair cycle control) and emergence of several known features of collective hair growth behavior, including spontaneous anagen initiation and anagen wave spreading (Appendix 2—figures 11, 12). We then focused on the phenomenon of bilaterally symmetric hair growth that is prominent in young mice (Plikus et al., 2008b) yet remains unexplained. Conventionally, first anagen in the dorsal skin of newborn mice is considered synchronous. On the other hand, adult mice display fully asynchronous and asymmetric dorsal hair growth patterns (Chen et al., 2014; Plikus and Chuong, 2008a; Plikus et al., 2009). This, however, is preceded by prominent bilateral symmetry, which often persists into the fourth hair cycle (Plikus and Chuong, 2008a). We now show that in the three-dimensional model where all HFs are assumed to be identical, full asynchrony evolves within just one cycle, and bilateral symmetry cannot be achieved (Appendix 2-Dorsal and ventral HF patterns; Appendix 2—figures 11, 12; Appendix 2—video 1). Therefore, we hypothesized that first anagen is inherently asynchronous as a result of spatially patterned HF development. Indeed, spatial distribution of early anagen HFs in the dorsal skin of newborn mice (Figure 2A–D) reveals head-to-tail and subtle lateral-to-medial asynchronies. We modeled the impact of these asynchronies on hair growth pattern evolution. Simulations reproduced head-to-tail asynchrony (Appendix 2-Dorsal and ventral HF patterns; Appendix 2—figures 14, 15; Appendix 2—video 3); however, it persisted for at least 10 cycles, which is far more than the 3–4 cycles observable in mice. Moreover, prominent bilateral symmetry failed to form.

**Figure 2.**
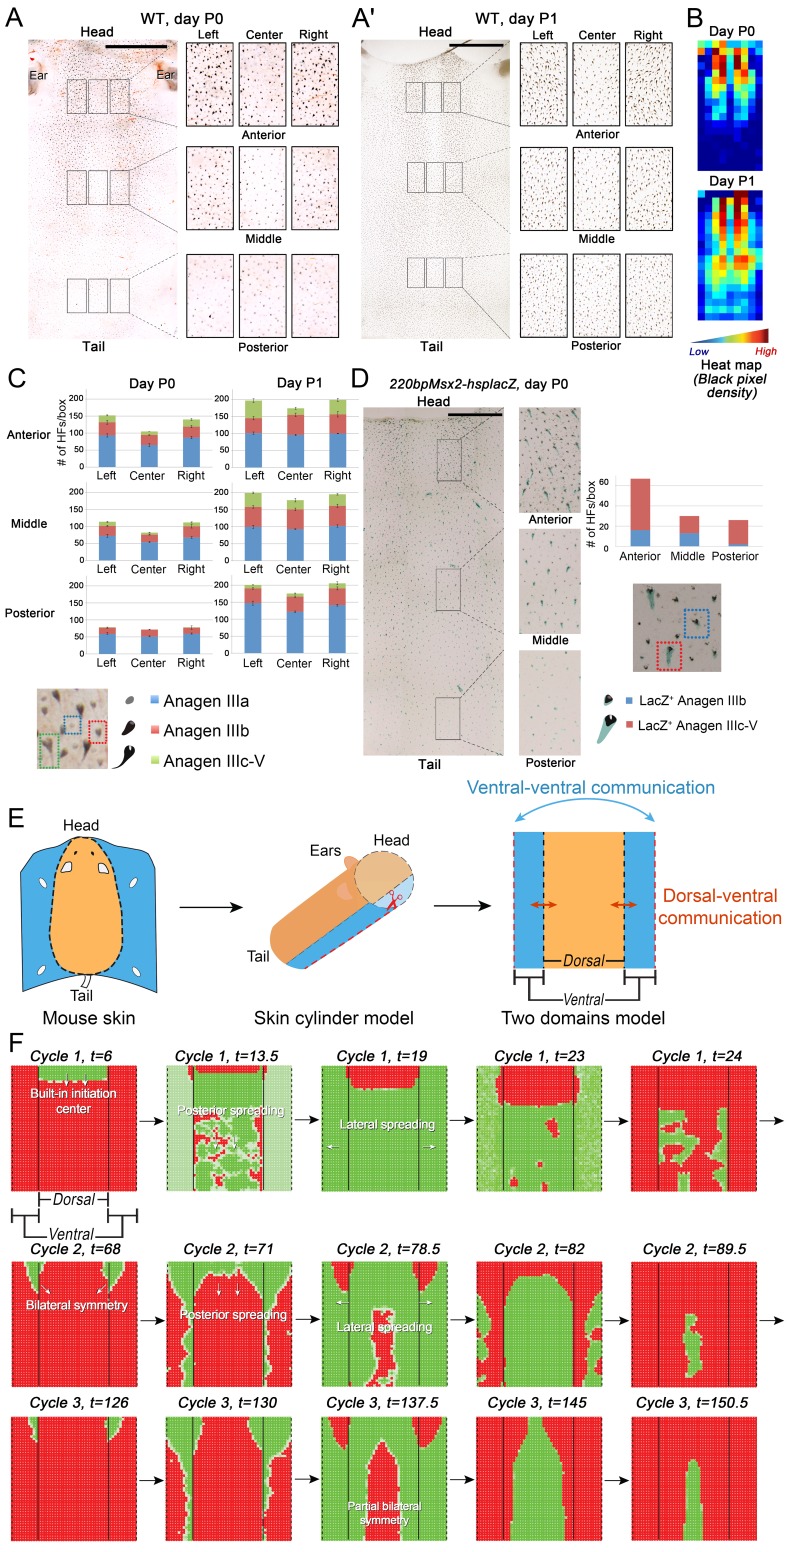
Spatiotemporal patterning of early hair cycles. (**A–D**) Analysis of the whole mount dorsal skin samples from P0 (n = 3) (**A**) and P1 WT mice (n = 3) (**A’**) reveals subtle head-to-tail and lateral-to-medial hair cycle asynchronies. Asynchronies were inferred from examining the size of pigmented HFs. Larger HFs result from earlier anagen onset. (**B**) Heatmaps of skin samples from **A** and **A’** built based on black pixel density (reflecting pigmented anagen HFs). (**C**) Quantification of anagen HFs at different phases confirms head-to-tail pattern asynchrony. Morphological definition of anagen phases used for this analysis is provided at the bottom on the panel. (**D**) Analysis of the whole mount dorsal skin samples from P0 *220bpMsx2-hsplacZ* mice, where lacZ reporter activates in anagen HFs starting from phase IIIb, confirms head-to-tail asynchrony. (**E, F**) Modeling rapid hair growth pattern evolution in the context of two heterogeneous domains. (**E**) Schematic depiction of the modeling conditions with central *Dorsal* domain flanked by two lateral *Ventral* sub-domains with coupling between *Dorsal* and *Ventral* HFs. (**F**) Compared to *Dorsal* domain HFs, *Ventral* domain HFs were assigned with higher levels of total available activator and inhibitor receptors, allowing shorter *~anagen* and *~telogen* duration. Furthermore, hair cycle asynchrony was introduced into *Dorsal* domain to model the initial head-to-tail asynchrony. In simulations, interactions between HFs across domain boundaries result in bilateral symmetry during the second cycle (simulated time t68-78.5). Also, initial asynchrony breaks down in the cycle 3 (t130), and partial bilateral symmetry maintains into the late cycles (see Appendix 2—video 4). Scale bars: A, A’, D – 5 mm. Images on A, A’ and D are composites. **DOI:** http://dx.doi.org/10.7554/eLife.22772.004

We note that the above and previous simulations (Murray et al., 2012; Plikus et al., 2011) were performed on homogenous HF populations, where all HFs are assumed to be identical. We then considered that novel patterns might develop upon interaction of two or more HF populations, whose activator/inhibitor signaling levels are inherently different. In principle, dorsal skin HFs can interact with HFs from other body regions, such as ventral skin, where hair cycle dynamics are potentially distinct. Because all skin is continuous and forms an approximation of a cylinder, we modeled it as an unrolled sheet, where two *Ventral* sub-domains flank a rectangular *Dorsal* domain (Figure 2E). For initial modeling conditions (Appendix 2-Dorsal and ventral HF patterns), we considered that: (i) the first cycle on the dorsal skin has built-in head-to-tail asynchrony, and that (ii) ventral HFs develop with a 3- to 4-day delay relative to dorsal HFs (Appendix 1—figures 7–9). Because ventral HFs are known to produce distinctly shorter hairs (Candille et al., 2004), in the model we assumed that they have faster cycle dynamics compared to dorsal HFs (Appendix 2-Changes in the total amount of activator and inhibitor receptors results in different sensitivity of ~anagen and ~telogen lengths to signaling changes, Appendix 2-Dorsal and ventral HF patterns; Appendix 2—figures 8, 9). Indeed, in this configuration, our model readily reproduced patterns with aspects of bilateral symmetry already in the second cycle as the result of dominant waves spreading from the *Ventral* to the *Dorsal* domain (Figure 2F, t68-78.5). Importantly, after the second cycle, the effect of the initial built-in head-to-tail asynchrony started to disappear. Instead, the interaction between *Ventral* and *Dorsal* HFs continued to produce prominent bilateral symmetry in the third (Figures 2F, t130-145) and later cycles (Appendix 2—video 4). Taken together, the model predicts that rapid hair growth pattern evolution requires interaction of two or more skin domains with distinct hair cycle parameters.

### Ventral-dorsal interactions produce bilaterally symmetric hair growth patterns

Next, we imaged *Flash* mice, whose luciferase reporter produces skin-specific WNT activity signal and allows to sensitively and non-invasively determine the location and percentage of anagen HFs across the entire body (Hodgson et al., 2014) (Figure 3A–C). Luminescence levels were measured both dorsally and ventrally and mice were followed up until day P119, encompassing up to five hair growth cycles. Combined analysis from multiple mice reveals prominent phase advancement in ventral over dorsal anagen, specifically during the second, third, and fourth hair cycles (Figure 3B, blue area). Additionally, the spatial luminescence signal mapping reveals distinct ventral-to-dorsal anagen propagation with features of bilateral symmetry during second (Figure 3C; Appendix 1—figure 6) and third cycles (Figure 3C’), supporting the patterning mechanism predicted by the model (Figure 2F). We also mapped body-wide hair growth patterns on the basis of anagen HF pigmentation between days P0-P55 (Figure 3D–G; Appendix 1—figures 7–12). This analysis confirms ventral over dorsal anagen phase advancement starting from the second cycle and provides the following additional insights:

**Figure 3.**
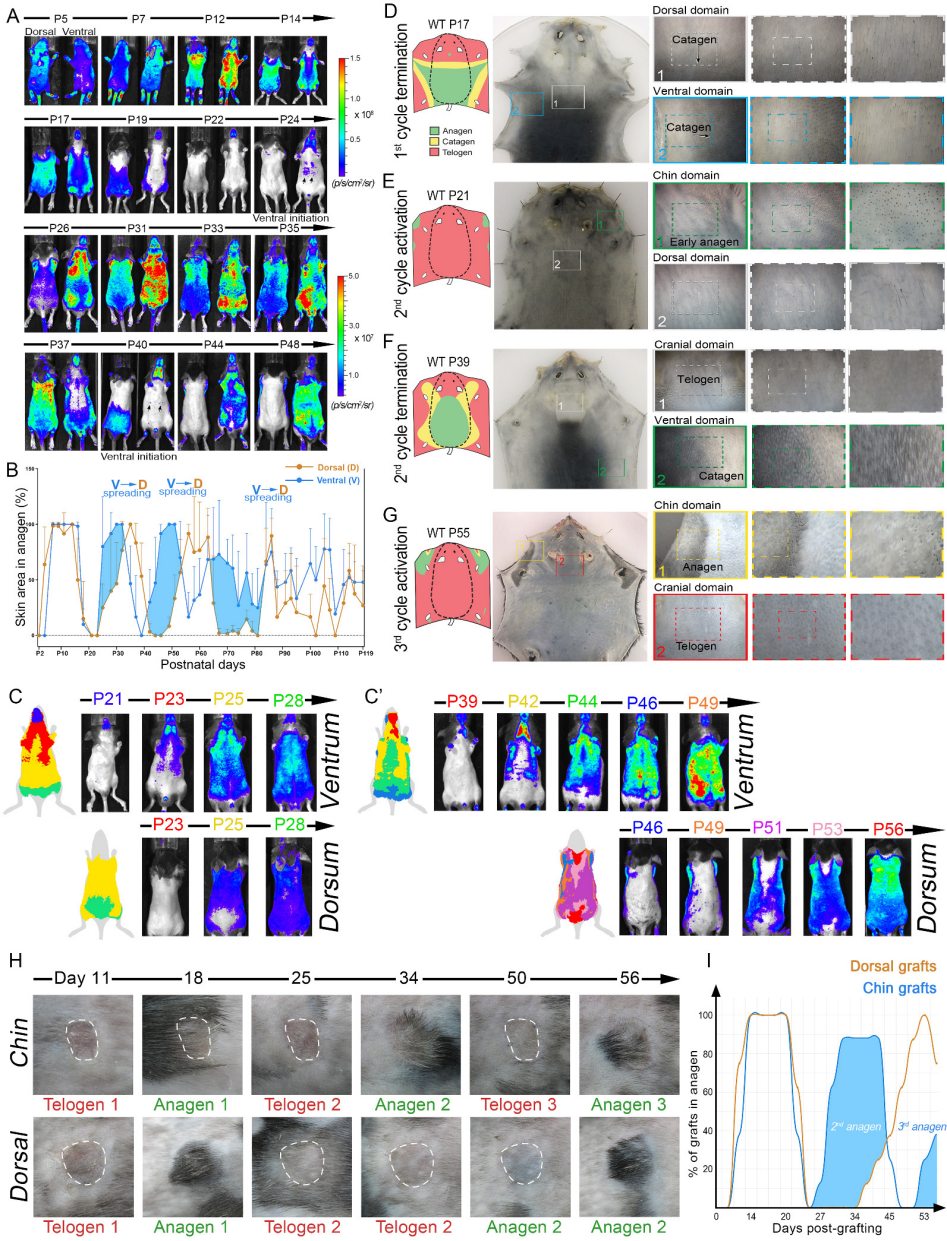
Dorsal-ventral HF interactions produce bilateral symmetry. (**A**) Time-lapse bioluminescence in dorsal and ventral skin of the representative *Flash* mouse between days P5-P48. Bioluminescent signal is color-coded according to the colorimetric scale on the right. (**B**) Combined temporal dynamics (from 6 *Flash* mice) of the bioluminescent signal-based anagen measurements over four hair cycles (days P5-P119). Dorsal skin dynamics are in brown and ventral skin dynamics are in blue. Prominent temporal advancement of ventral over dorsal anagen initiation can be seen during second, third and fourth cycles (light blue areas). This advancement is accompanied by dominant ventral-to-dorsal anagen wave spreading. (**C, C’**) Mapping of *Flash*-based anagen reveals ventral-to-dorsal hair growth wave propagation and bilateral pattern symmetry. New anagen areas for each time point are color-coded. Second anagen initiation is shown on panel **C**, and third anagen initiation on panel **C’**. Also see Appendix 1—figure 6. (**D–G**) Hair growth distribution patterns on P17 (**D**), P21 (**E**), P39 (**F**) and P55 (**G**). Three mice were analyzed at each time point. Inverted whole mount skin samples from representative mice are shown. Schematic pattern maps are provided with color-coded anagen (green), catagen (yellow) and telogen (red) regions. Also see Appendix 1—figures 7–12. (**H, I**) HF cycling dynamics in chin skin grafts remain faster compared to dorsal skin grafts. After transplantation, first anagen initiated similarly in both chin and dorsal skin grafts, however, second anagen initiated significantly faster in chin grafts. Representative chin and dorsal skin grafts are shown on (**H**). Combined temporal dynamics of skin grafts in anagen and telogen are shown on (**I**). Dorsal graft dynamics are in brown and chin graft dynamics are in blue. Temporal advancement of chin over dorsal second anagen initiation is highlighted with light blue color. Also see Appendix 1—figure 13. **DOI:** http://dx.doi.org/10.7554/eLife.22772.005

(i) Ventrally, anagen phase is the shortest in the ‘chin domain’, ending around P10. It is longer in the ‘ventral domain’ proper, ending in the genital area around P14 and in the chest area around P17 (Figure 3D).

(ii) Dorsally, anagen is the shortest in the ‘cranial domain’, ending around P14. In the ‘dorsal domain’ proper it ends as a head-to-tail wave between P15-P20 (Figure 3D; Appendix 1—figures 10, 11).

(iii) First ventral telogen is shorter than dorsal telogen. Second anagen initiates in the chin and ventral domains already between P21-24 and then spreads toward ventral-dorsal boundaries in form of two bilaterally symmetric waves (Figure 3E; Appendix 1—figure 12). Second anagen also ends faster in the ventral skin, maintaining ventral-dorsal asynchrony and bilateral symmetry (Figure 3F).

(iv) Third anagen initiates the fastest in the chin domain, as early as P42 (Figures 3G and 4H).

When transplanted onto the back of pigmented SCID mice, chin skin grafts (n = 8) showed faster cycling compared to dorsal skin grafts (n = 8). While first post-transplantation anagen started with similar timing in both chin and dorsal grafts, consecutive anagen started significantly faster in chin grafts (Figure 3H and I; Appendix 1—figure 13). Furthermore, in many instances, grafts induced anagen in the surrounding dorsal host skin. Taken together, these data support that dominant ventral-to-dorsal hair wave spreading drives rapid hair growth pattern evolution and bilateral symmetry. Underlying this behavior are faster hair growth cycle dynamics in chin and ventral HFs, a property that is partially maintained upon skin grafting.

Next, we asked if faster hair cycle dynamics in chin and ventral domains correlate with distinct molecular dynamics in putative activators and inhibitors. 

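Whole skin of the chin, the ventral side and the dorsal side was sequenced at 6 stages of the hair cycle. The deposited table holds 43 libraries of 18 conditions, with 2 or 3 replicates for each domain and stage, and lists 46983 genes. The authors deposited FPKM values, fragments per kilobase of transcript per mapped fragments in a fixed unit of depth, as estimated by RSEM and written with 2 decimals. Between 6834539 and 28528607 fragments per library, with a median of 13429821, were estimated from the steps in the FPKM values of genes with a single transcript. Values were taken as log2(FPKM + 1), and 21257 genes with at least 0.5 FPKM in at least 2 libraries were tested. Differences between groups were tested with limma, with a trend of the variance on the mean level, and p-values were adjusted by the Benjamini-Hochberg method. The distances between libraries were computed on the same values after each gene was scaled to unit variance. Libraries with the same replicate number were not treated as pairs, because the paper's text does not say that they came from the same mice. The paper also does not name the batches or the method of its batch correction, and no further correction was applied.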

We performed RNA-seq profiling of whole skin from chin, ventral and dorsal domains at six hair cycle time points: first (*aka* competent) telogen, early anagen, mid-anagen, late anagen, catagen and early second (*aka* refractory) telogen. Analysis revealed non-overlapping transcriptomic trajectories of the hair cycle between the three domains (Figure 4A–B’’) and domain-specific expression patterns for multiple putative activator and inhibitor genes at all hair cycle time points (Appendix 1—figures 14–19; Dataset 2). 

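Over the 43 libraries, the hair cycle stage explained 29.5% of the squared distance between the transcriptomes and the domain 7.46%. The combination of domain and stage explained a further 38.2%, and 24.4% remained between replicates. The share explained by the domain was larger than in nearly all of 100000 permutations of the domain labels within each stage (one-sided permutation test, p = 0.00026). The share explained by the stage was larger than in all permutations of the stage labels within each domain (permutation test, p = 1e-05, the smallest that these permutations can give). Both tests permuted single libraries and so split the replicates of a condition. Any difference between conditions can then give a small p. The tests therefore do not decide whether a domain difference is shared by the stages, or a stage difference by the domains. The alternative that moved the share of the domain most was a minimum of 5 FPKM in place of 0.5, with 8.09%. At a given stage, 2 domains lay between 1.15 and 2.02 times as far apart as the replicates of the conditions compared (18 pairs, median 1.46). For 31 of the 43 libraries the nearest library was a replicate of the same condition. Among libraries of other conditions, the nearest was of the same domain for 12 libraries, of the same stage for 7 and of another domain and stage for 24. Chin late anagen and dorsal competent telogen were no farther apart than replicates, with a ratio of 0.997, the lowest of all 153 pairs of conditions.

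The change over the stages differed between the domains for 15577 of the 21257 genes (limma F-test of the interaction of domain and stage, adjusted p under 0.05), or 73.3%. Of the putative activators of Dataset 1, 235 of 236 symbols were found in the table, and 229 of them had such an interaction. All 122 putative inhibitors were found, and 112 had one. Putative activators that differed among the domains numbered 203 at competent telogen, 207 at early anagen, 121 at mid-anagen, 98 at late anagen, 126 at catagen and 117 at refractory telogen, with adjustment over all genes tested. In the same order of stages, adjustment over the list alone gave 209, 210, 125, 119, 129 and 123. The corresponding numbers of putative inhibitors were 72, 91, 67, 33, 90 and 73 with adjustment over all genes. They were 72, 97, 73, 41, 94 and 78 with adjustment over the list. At least 1 stage with a difference was found for 232 putative activators, 119 putative inhibitors and 17259 of all genes, and a difference at each of the 6 stages for 18, 7 and 947.

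Putative activators differed among the domains at 3.71 stages on average, more than any of 10000 random lists of as many genes of similar level (median 3.11). The average of 3.49 stages for putative inhibitors lay at percentile 64.3 of such random lists (median 3.43). These averages and the counts by stage use the labels as given, and some of the labels are in doubt. Chin late anagen and dorsal competent telogen lay as close as replicates, and proliferation genes fell from ventral competent telogen to early anagen. Wrong labels would change the counts at competent telogen, early anagen and late anagen. Only 318 genes of Dataset 2 were at hand for a comparison with the deposited table, and none of their 13674 values differed.

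**Figure D1:**
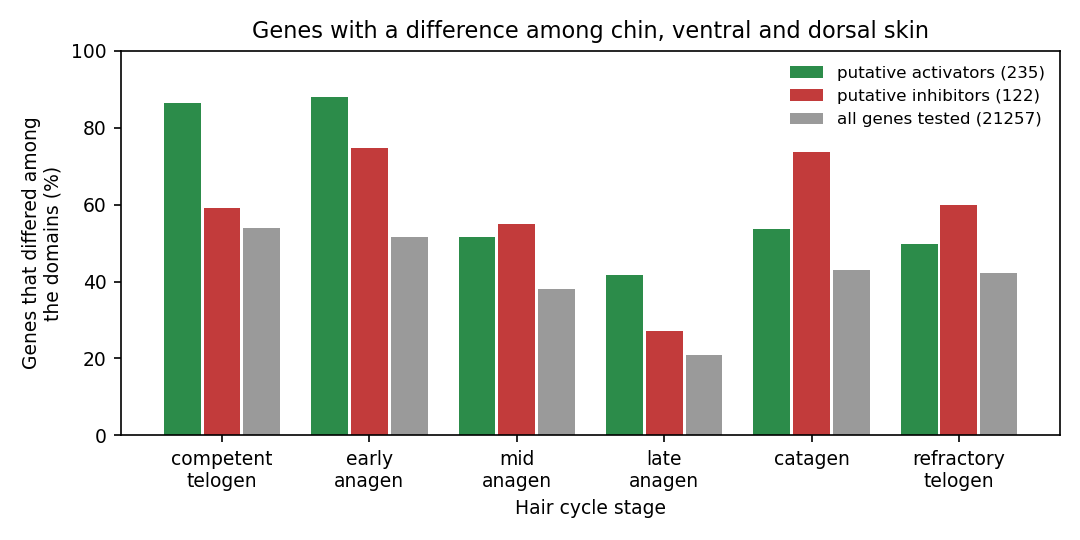
Percent of genes that differed among chin, ventral and dorsal skin at each of the 6 hair cycle stages (limma F-test, Benjamini-Hochberg adjusted p under 0.05), with bars for the 235 putative activators, the 122 putative inhibitors and all 21257 genes tested. The bars are lowest at late anagen, with 41.7% of putative activators, 27.0% of putative inhibitors and 20.8% of all genes, and for putative activators highest at early anagen, with 88.1%. The labels of some libraries at competent telogen, early anagen and late anagen are in doubt, and the bars use them as given.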

We then asked if refractory properties of early telogen differ between the domains. Differential gene expression analysis (Figure 4C–D) revealed enrichment in chin and ventral domains for gene ontologies related to macrophage function and lipid storage, and enrichment in chin domain for muscle-related genes (Figure 4E). 

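Lists of marker genes stand here for the gene ontologies, since no ontology was at hand. They were compared among the 7 refractory telogen libraries, 3 of chin, 2 of ventral and 2 of dorsal skin, with limma's camera test (two-sided, inter-gene correlation 0.01, Benjamini-Hochberg adjustment over the 6 comparisons). The 24 macrophage genes, among them Adgre1, Cd68 and Csf1r, were on average 1.69 higher on the log2 scale in chin than in dorsal skin, with all 24 genes higher (adjusted p = 6.30e-09). In ventral skin they were 1.07 higher than in dorsal skin, with 22 of 24 genes higher (adjusted p = 4.67e-11). The 24 lipid storage genes, among them Plin1, Adipoq and Lpl, were 1.81 higher in chin skin (24 of 24 genes, adjusted p = 1.38e-11) and 1.39 higher in ventral skin (23 of 24 genes, adjusted p = 3.43e-15) than in dorsal skin. The skeletal muscle genes were 2.39 higher in chin skin than in the mean of ventral and dorsal skin, with 29 of 29 genes tested higher (adjusted p = 1.20e-16). For smooth muscle the difference was 0.51, with 8 of 11 genes tested higher, and was not past the threshold (adjusted p = 0.618). With limma's fry test in place of camera the adjusted p for smooth muscle was 0.0419, and it ranged up to 0.892 over the alternatives. At early anagen the chin minus dorsal difference was -0.60 for macrophage, -0.81 for lipid storage and -2.52 for skeletal muscle genes. Its sign was thus the reverse of that at refractory telogen. Different amounts of the layers under the dermis in the samples were not ruled out as a source of these differences.

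Over all 17669 genes tested, the median log2 fold change was -0.22 for ventral over chin skin and -0.21 for dorsal over chin skin. After scaling by the median of ratios, which brings these medians to 0.00 and 0.01, macrophage genes were 1.46 and lipid storage genes 1.56 higher in chin than in dorsal skin, and skeletal muscle genes 2.13 higher in chin skin. With fry in place of camera the adjusted p, the highest over the alternatives for each list, was 0.00216 and 0.0142 for macrophage genes in chin and ventral over dorsal skin, 0.000491 and 0.000649 for lipid storage genes, and 0.000491 for skeletal muscle genes in chin skin. The alternative that moved the macrophage difference between chin and dorsal skin most was a minimum of 5 FPKM, with 2.07. Ventral skin held less skeletal muscle signal than dorsal skin, with mean levels of 3.63 and 3.65 in the ventral libraries and 5.16 and 5.19 in the dorsal ones.

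**Figure D2:**
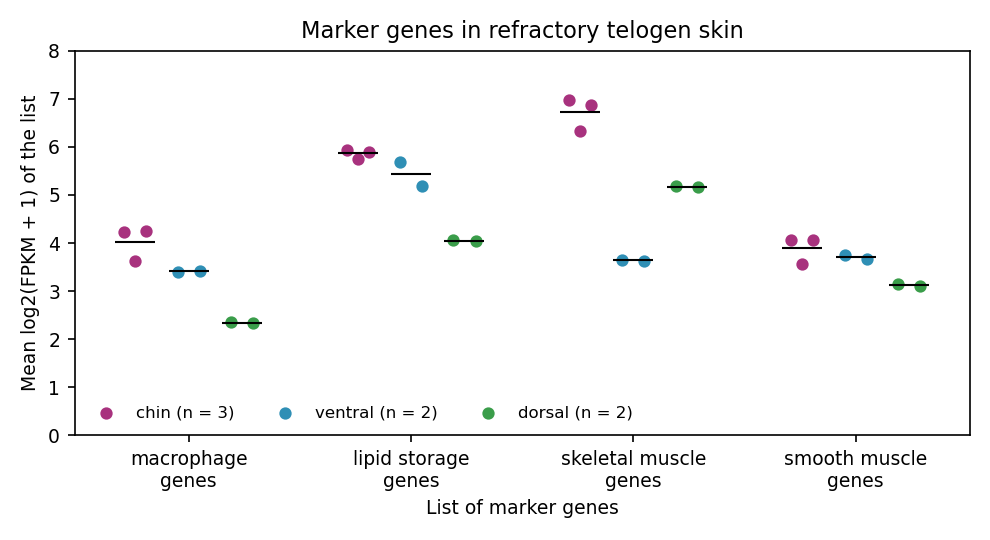
Mean log2(FPKM + 1) over the macrophage, lipid storage, skeletal muscle and smooth muscle genes in each refractory telogen library of chin (n = 3), ventral (n = 2) and dorsal skin (n = 2), with dots for libraries and lines for means. The macrophage level lies between 3.62 and 4.24 in chin, at 3.42 and 3.41 in ventral and at 2.34 and 2.35 in dorsal skin.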

Consistently, chin skin shows more contractile cells around HFs, and chin and ventral skin have thicker dermal adipose tissue and substantially more CD11b^+^;F4/80^+^ macrophages as compared to dorsal skin (Appendix 1—figures 20, 21). Furthermore, dorsal early telogen skin shows gene expression changes consistent with higher refractivity – it is enriched for several BMP ligands, and depleted for BMP antagonists and WNT ligands (Figure 4F). 

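In refractory telogen, 3 of 5 BMP ligands tested were higher in dorsal than in chin skin (adjusted p under 0.05 from limma) and none lower. Bmp8a (ENSMUSG00000032726.12), which has the paralog Bmp8b on the same chromosome, was 16.7 ± 0.332 FPKM (SD, n = 2) in dorsal, 16.4 ± 4.64 FPKM (SD, n = 2) in ventral and 5.12 ± 0.976 FPKM (SD, n = 3) in chin skin. Its log2 fold change was 1.54 (standard error 0.21, adjusted p = 0.0049) for dorsal over chin skin. Over ventral skin it was 0.04 (standard error 0.23, adjusted p = 0.944). Bmp4 (ENSMUSG00000021835.14) was 41 ± 0.827 FPKM (SD, n = 2) in dorsal, 36.2 ± 7.76 FPKM (SD, n = 2) in ventral and 24.7 ± 1.75 FPKM (SD, n = 3) in chin skin. The log2 fold change of dorsal over chin skin was 0.71 (standard error 0.15, adjusted p = 0.0194). It was no longer past the threshold after rescaling to TPM (0.67, adjusted p = 0.0571, with adjusted p up to 0.0752 over the alternatives). Bmp7 (ENSMUSG00000008999.7) had a log2 fold change of 0.66 (standard error 0.11, adjusted p = 0.00821) for dorsal over chin skin. This was not past the threshold with the replicate number as a block (adjusted p = 0.072, the highest over the alternatives). For dorsal over ventral skin it was 0.15 (standard error 0.12, adjusted p = 0.57). On GRCm38, in the GENCODE vM21 annotation, Bmp8a lies on chromosome 4 from 123312645 to 123343252. Bmp4 lies on chromosome 14 from 46383520 to 46390669. Bmp7 lies on chromosome 2 from 172868012 to 172940321. Compared to ventral skin, 0 of the 5 BMP ligands differed in dorsal skin, and 0 had an unadjusted p under 0.05.

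Of 13 BMP antagonists tested, 7 were lower in dorsal than in chin skin and Bambi was higher. In this comparison 5 were lower after scaling by the median of ratios and 4 after quantile normalization. Chrdl1 (ENSMUSG00000031283.15) fell from 3.63 ± 0.655 FPKM (SD, n = 3) in chin and 3.06 ± 1.93 FPKM (SD, n = 2) in ventral to 0.510 ± 0.0141 FPKM (SD, n = 2) in dorsal skin. Its log2 fold changes were -1.61 (standard error 0.30, adjusted p = 0.0123) for dorsal over chin and -1.34 (standard error 0.33, adjusted p = 0.0905) for dorsal over ventral. Over the alternatives the adjusted p of the second lay between 5.72e-05 and 0.181. Its ventral libraries differed widely, at 1.7 and 4.43 FPKM. Chrdl1 lies on chromosome X from 143285674 to 143394262. Compared to ventral skin, Fstl1 was the only antagonist that was lower in dorsal skin. After TPM rescaling 0 were (2 with an unadjusted p under 0.05), after scaling by the median of ratios Chrdl1 was as well, and after quantile normalization Chrdl1 took its place.

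Among 13 WNT ligands tested, Wnt2 and Wnt16 were lower and Wnt5a higher in dorsal than in chin skin, and after quantile normalization Wnt3a was higher as well. Wnt2 (ENSMUSG00000010797.6) was 0.100 ± 0.0141 FPKM (SD, n = 2) in dorsal, 1.44 ± 0.375 FPKM (SD, n = 2) in ventral and 0.860 ± 0.275 FPKM (SD, n = 3) in chin skin. Its log2 fold changes were -0.75 (standard error 0.18, adjusted p = 0.0296) for dorsal over chin and -1.14 (standard error 0.20, adjusted p = 0.0344) for dorsal over ventral. The first was not past the threshold without a filter on low values (adjusted p = 0.0519) or with the replicate number as a block (adjusted p = 0.0627, the highest over the alternatives). The second was not past it in these 2 cases or after TPM rescaling (adjusted p = 0.0638, up to 0.0842 over the alternatives). Wnt16 (ENSMUSG00000029671.15) was lower in dorsal than in chin skin, at 1.21 ± 0.0849 FPKM (SD, n = 2) against 4.49 ± 0.427 FPKM (SD, n = 3), a log2 fold change of -1.31 (standard error 0.14, adjusted p = 0.00263). For dorsal over ventral skin it was 0.17 (standard error 0.16, adjusted p = 0.631). Wnt5a (ENSMUSG00000021994.14) rose from 9.38 ± 1.99 FPKM (SD, n = 3) in chin to 22.0 ± 0.212 FPKM (SD, n = 2) in dorsal skin, a log2 fold change of 1.17 (standard error 0.27, adjusted p = 0.0229). It was not past the threshold without a filter on low values (adjusted p = 0.051) or with the replicate block (adjusted p = 0.103, the highest over the alternatives). Wnt2 lies on chromosome 6 from 17988940 to 18030585. Wnt16 lies on chromosome 6 from 22288227 to 22298522. Wnt5a lies on chromosome 14 from 28504750 to 28527448. Of 12 WNT antagonists tested, Dkk3, Sfrp2, Sfrp4 and Sfrp5 were lower and none higher in dorsal than in chin skin under each scaling. Sfrp2 and Sfrp4 were also lower than in ventral skin, joined by Sfrp5 after scaling by the median of ratios or quantile normalization. The paper reads the enrichment for BMP ligands and the depletion for BMP antagonists and WNT ligands as changes that go with a higher refractivity of dorsal early telogen skin (Figure 4F). Its conclusion on refractivity also draws on the Axin2-lacZ and BRE-gal reporters and on mice that overexpress Wnt7a or Bmp4.

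**Figure D3:**
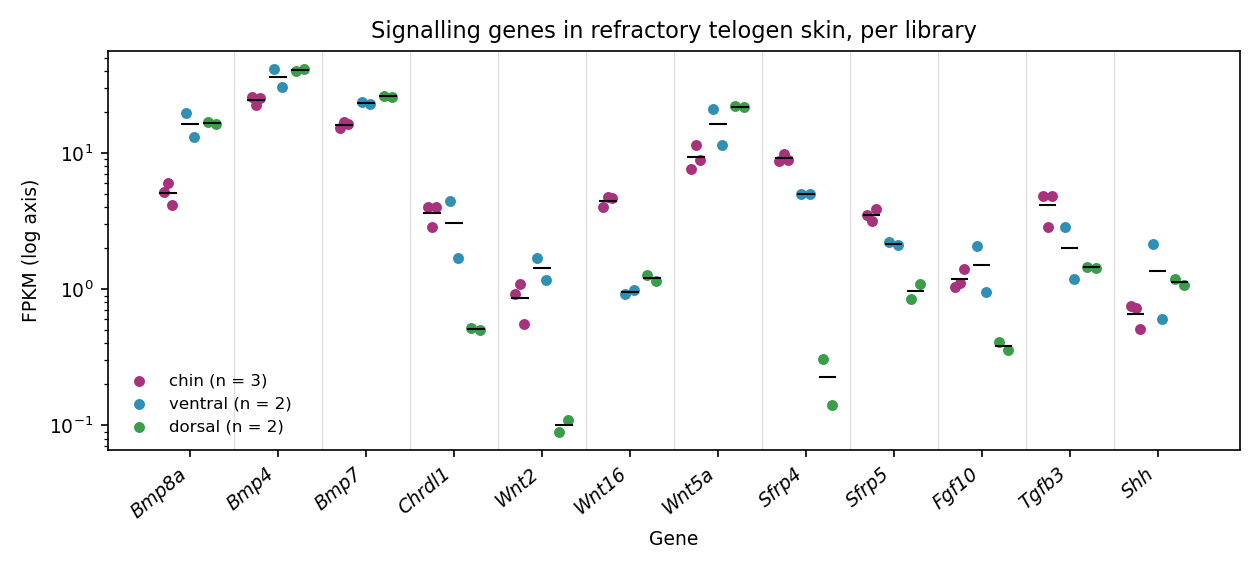
FPKM, on a log axis, of 12 genes of Fig. 4F in each refractory telogen library of chin (n = 3), ventral (n = 2) and dorsal skin (n = 2), with dots for libraries and lines for means. Sfrp4 lies at 0.14 and 0.31 FPKM in dorsal skin and between 8.76 and 9.83 FPKM in chin skin.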

Consistently, in *Axin2-lacZ* WNT reporter mice, many more HFs with WNT-active DPs are seen in chin and ventral as compared to dorsal skin at P36 (Figure 4G; Appendix 1—figure 22A). WNT activity increases in dorsal skin to the levels of ventral skin only by P42 (Figure 4H; Appendix 1—figure 22B). Furthermore, in P42 *BRE-gal* BMP reporter mice, many more HFs with BMP-active bulges are seen in dorsal as compared to chin and ventral skin (Figure 4I; Appendix 1—figure 22C). In *Krt14-Wnt7a* mice, spontaneous anagen initiation sites in dorsal skin overrun ventral-to-dorsal wave dominance (Figure 4J; Appendix 1—figure 23). In contrast, in *Krt14-Bmp4* mice, ventral-dorsal hair growth waves stall and asymmetric anagen patches form instead (Figure 4K). Together, this data confirms that lower refractivity and the underlying differences in BMP and WNT activities form the bases for ventral-dorsal hair growth dominance.

**Figure 4.**
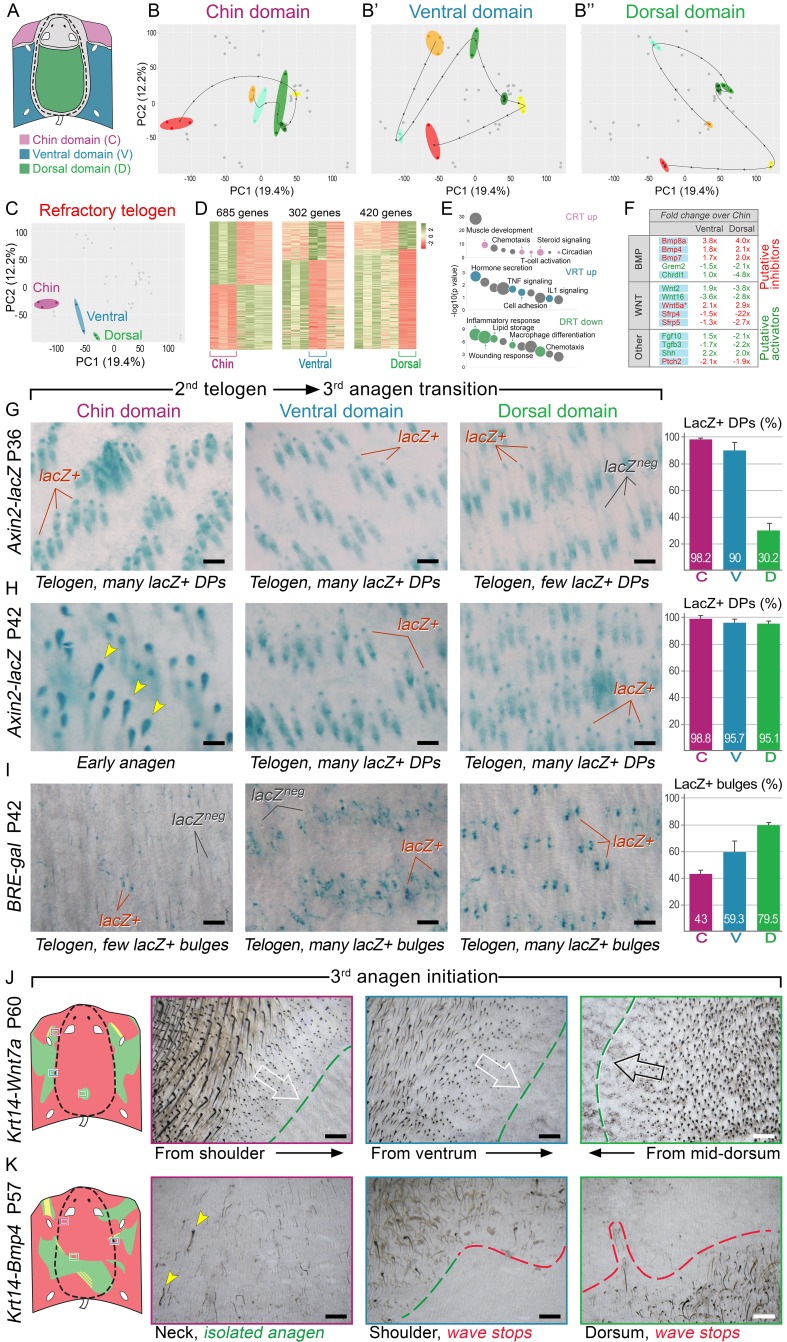
BMP and WNT signaling differences underlie regionally specific telogen phase duration. (**A–B’’**) PCA analysis reveals largely non-overlapping transcriptomic trajectories across six hair cycle stages in chin (**B**), ventral (**B’**) and dorsal domains (**B’’**). Combined, deconstructed PCA plots are shown with all data points marked as grey dots and domain-specific data points outlined and color-coded. Color-coding is based on the hair cycle timeline from Appendix 1—figure 14A; transcriptomic trajectories are drawn with dark lines. (**C**) Deconstructed PCA plot for refractory (early second) telogen is shown with domain-specific data points highlighted and color-coded based on the schematic drawing on A. (**D–F**) Analysis of refractory telogen data identified 1407 differentially expressed genes across the three domains (**D**), with each domain showing enrichment for distinct gene ontologies (**E**). Multiple putative hair cycle activator and inhibitor genes show domain-specific differential expression (**F**). Putative activators are in green and putative inhibitors are in red. For each gene, relative fold changes for ventral over chin and dorsal over chin expression levels are indicated. Genes that show cyclic expression patterns are highlighted with blue. See additional expression data analysis on Appendix 1—figures 14–19 and in Dataset 2. Asterisk marks non-canonical WNT ligand. (**G, H**) Analysis of *Axin2-lacZ* skin during second telogen reveals faster activation of WNT signaling in chin and ventral HFs over dorsal HFs. At P36 majority of HFs in chin and ventral skin have WNT-active DPs. In dorsal skin, the number of HFs with WNT-active DPs is low at P36, but increases by P42. (**I**) Analysis of P42 *BRE-gal* skin shows that many more dorsal HFs have BMP-active bulges as compared to chin and ventral HFs. Also see Appendix 1—figure 22. (**J**) Overexpression of Wnt7a results in disruption of ventral-to-dorsal hair growth wave dominance and spontaneous anagen appears in the dorsal domain at P60. (**K**) Overexpression of Bmp4 results in stalled ventral-to-dorsal hair growth wave spreading and patchy, asymmetric hair growth at P57. Scale bars: G-I – 200 um, J-K – 500 um. **DOI:** http://dx.doi.org/10.7554/eLife.22772.006

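Among the 17669 genes tested in the 7 refractory telogen libraries, 3852 differed among the domains (limma F-test, Benjamini-Hochberg adjusted p under 0.05) and 6752 had an unadjusted p under 0.05. In pairs of domains, 2309 genes differed between ventral and chin, 4055 between dorsal and chin and 629 between dorsal and ventral skin. Genes that set 1 domain apart from both others numbered 1612 for chin, 198 for ventral and 438 for dorsal skin, 2248 in all. The alternative that moved the F-test count most was a fit over all 43 libraries, with 9133 genes, followed by the replicate number as a block, with 941. Chin skin was higher for 1309 and lower for 303 of its genes, ventral skin for 57 and 141, and dorsal skin for 84 and 354. These splits depend on the scaling. Of the chin genes, 81.2% were higher with the values as deposited, 88.4% after TPM rescaling, 48.3% after scaling by the median of ratios and 48.1% after quantile normalization. For ventral skin the share of higher genes was 28.8% as deposited and 40.2% after scaling by the median of ratios, and for dorsal skin 19.2% and 25.3%. Over all alternatives the share ranged from 20.6% (TPM rescaling) to 40.3% (no filter on low values) for ventral and from 10.8% (a minimum of 5 FPKM) to 30.5% (no filter) for dorsal skin.

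Of the genes that set chin skin apart, Tmem52 had the largest difference among those higher there, with 41.3 ± 11.5 FPKM (SD, n = 3) in chin, 2.1 ± 1.24 FPKM (SD, n = 2) in ventral and 4.99 ± 0.445 FPKM (SD, n = 2) in dorsal skin. Adck3 followed, with 70.0 ± 27.1 FPKM (SD, n = 3) in chin, 6.13 ± 2.85 FPKM (SD, n = 2) in ventral and 10.3 ± 1.27 FPKM (SD, n = 2) in dorsal skin. Krtap16-3 was lower in chin skin, at 251 ± 7.08 FPKM (SD, n = 3) against 1508 ± 127 FPKM (SD, n = 2) in ventral and 1397 ± 13.7 FPKM (SD, n = 2) in dorsal skin. The small nuclear RNA gene Gm25360 was also lower there, with log2 fold changes of 3.23 (standard error 0.66, adjusted p = 0.0268) for ventral over chin and 2.63 (standard error 0.66, adjusted p = 0.032) for dorsal over chin. Neither was past the threshold with the replicate block (adjusted p = 0.126 and 0.125, the highest over the alternatives). In ventral skin Upk3a (ENSMUSG00000022435.5) reached 22.8 ± 3.03 FPKM (SD, n = 2) and was listed at 0 in each chin and dorsal library. Krt19 (ENSMUSG00000020911.14) was 55.5 ± 3.64 FPKM (SD, n = 2) in ventral, 3.07 ± 0.511 FPKM (SD, n = 3) in chin and 1.42 ± 0.332 FPKM (SD, n = 2) in dorsal skin. Its log2 fold changes were 3.8 (standard error 0.17, adjusted p = 0.000293) for ventral over chin and -4.55 (standard error 0.18, adjusted p = 0.00012) for dorsal over ventral. Upk3a lies on chromosome 15 from 85017141 to 85022547. Krt19 lies on chromosome 11 from 100140810 to 100148665. Lower in ventral skin were Gm25472, at 0 in both ventral libraries and 79.8 ± 59.8 FPKM (SD, n = 3) in chin and 17.7 ± 2.59 FPKM (SD, n = 2) in dorsal skin, and Gm10800, at 18.5 ± 5.40 FPKM (SD, n = 2) against 442 ± 407 FPKM (SD, n = 3) and 1582 ± 251 FPKM (SD, n = 2). The dorsal over ventral difference of Gm25472 was not past the threshold with all 43 libraries in the fit (adjusted p = 0.184, the highest over the alternatives). For dorsal skin, the genes with the largest differences in either direction were short or repeated. They were the micro-RNA genes Gm22464, Mir3064 and Gm25745, of which Mir3064 lies within Ddx5 and Gm25745 within Hsp90b1, and Mup9 of a multigene family.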

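Further genes of Fig. 4F were tested in the same 7 libraries with limma. The WNT antagonist Sfrp4 (ENSMUSG00000021319.6) had the largest difference, with 9.17 ± 0.575 FPKM (SD, n = 3) in chin, 5.03 ± 0.0141 FPKM (SD, n = 2) in ventral and 0.225 ± 0.120 FPKM (SD, n = 2) in dorsal skin. Its log2 fold change was -3.06 (standard error 0.14, adjusted p = 0.000167) for dorsal over chin and -0.75 (standard error 0.14, adjusted p = 0.0205) for ventral over chin. The second was not past the threshold after scaling by the median of ratios (-0.48, adjusted p = 0.0856, up to 0.161 over the alternatives). Sfrp5 (ENSMUSG00000018822.7) was 3.54 ± 0.360 FPKM (SD, n = 3) in chin, 2.15 ± 0.0778 FPKM (SD, n = 2) in ventral and 0.970 ± 0.170 FPKM (SD, n = 2) in dorsal skin. Log2 fold changes were -0.52 (standard error 0.15, adjusted p = 0.0635) for ventral over chin and -1.2 (standard error 0.15, adjusted p = 0.00371) for dorsal over chin. Over the alternatives the adjusted p of the first lay between 0.00164 and 0.405. Tgfb3 (ENSMUSG00000021253.6, 12.4% of whose exons overlap another gene) had a log2 fold change of -1.06 (standard error 0.29, adjusted p = 0.0438) for dorsal over chin, with 4.19 ± 1.13 FPKM (SD, n = 3) in chin and 1.45 ± 0.0141 FPKM (SD, n = 2) in dorsal skin. The adjusted p was 0.0514 after TPM rescaling, 0.0547 after scaling by the median of ratios and 0.0628 after quantile normalization, and up to 0.0968 over the alternatives. Fgf10 (ENSMUSG00000021732.14) was 1.18 ± 0.191 FPKM (SD, n = 3) in chin and 0.385 ± 0.0354 FPKM (SD, n = 2) in dorsal skin, a log2 fold change of -0.65 (standard error 0.22, adjusted p = 0.0729). This did not pass the threshold, and over the alternatives the adjusted p lay between 0.000694 and 0.191. For Shh (ENSMUSG00000002633.4, 28.3% of whose exons overlap another gene), neither ventral over chin at 0.43 (standard error 0.28, adjusted p = 0.323) nor dorsal over chin at 0.36 (standard error 0.28, adjusted p = 0.393) was past the threshold. The ventral libraries were spread widely, at 1.37 ± 1.09 FPKM (SD, n = 2). Sfrp4 lies on chromosome 13 from 19623104 to 19632994. Sfrp5 lies on chromosome 19 from 42197971 to 42202252. Tgfb3 lies on chromosome 12 from 86056745 to 86079041. Fgf10 lies on chromosome 13 from 118669791 to 118792115. Shh lies on chromosome 5 from 28456815 to 28467256. For ventral over chin skin, the log2 fold changes of Bmp8a and Wnt16 were 1.50 (standard error 0.21, adjusted p = 0.00777) and -1.48 (standard error 0.14, adjusted p = 0.00199). That of Bmp8a was not past the threshold with the replicate block (adjusted p = 0.0589, the highest over the alternatives). That of Bmp4 was 0.52 (standard error 0.15, adjusted p = 0.069). It was past the threshold after scaling by the median of ratios (0.82, adjusted p = 0.00703, with adjusted p between 0.00154 and 0.239 over the alternatives).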

### Ear pinna behaves as a hyper-refractory skin domain

Our model also predicts conditions when hair cycling stops and HFs equilibrate in an extended telogen, such as due to high levels of inhibitors (Appendix 2-Hyper-refractory domain; Appendix 2—figure 5A, 16). We profiled mouse skin for the existence of such behavior and found ears to match such prediction. In the ear skin, HF morphogenesis begins between days P2-P4, and HFs remain in anagen until about P15 (Figure 5A). After first anagen, and for at least three months, they remain in an extended telogen, while at the same time dorsal HFs have already reached their third cycle (Figure 5B and C). Seldom, solitary anagen HFs can be found, but no coordinated hair growth waves, characteristic to other skin regions, are observed (Figure 5B, day P95). Moreover, anagen waves spreading from cranial skin could not propagate into ear skin (Figure 7E). These observations are consistent with the possibility that ear skin is hyper-refractory. Next, we examined ear HFs’ responses to several potent anagen inducers: cyclosporin A (Maurer et al., 1997; Paus et al., 1989), smoothened agonist (SAG) (Paladini et al., 2005) and hair plucking (Chen et al., 2015). We show that while dorsal telogen HFs readily respond to cyclosporin A (Appendix 1—figure 27B), ear HFs remain quiescent even 3 weeks after treatment (Figure 5F). Anagen can be induced in response to SAG; however, this response occurs late, after 3 weeks, and remains restricted to the medial side of the ear (Figure 5E). This is contrasted by rapid SAG-induced anagen in dorsal skin (Appendix 1—figure 27A). Plucking induces anagen along the medial side of the ear; however, there is no anagen wave spreading into the unplucked region, a feature common in dorsal skin (Chen et al., 2015) (Figure 5D; Appendix 1—figures 25A-B, 26). Furthermore, whole ear plucking experiments reveal very sparse anagen activation along the lateral side (Appendix 1—figure 25C). These data demonstrate that physiologically, adult ear HFs equilibrate in a hyper-refractory telogen state, yet in principle remain capable of regenerative cycling in response to selective external stimuli.

**Figure 5.**
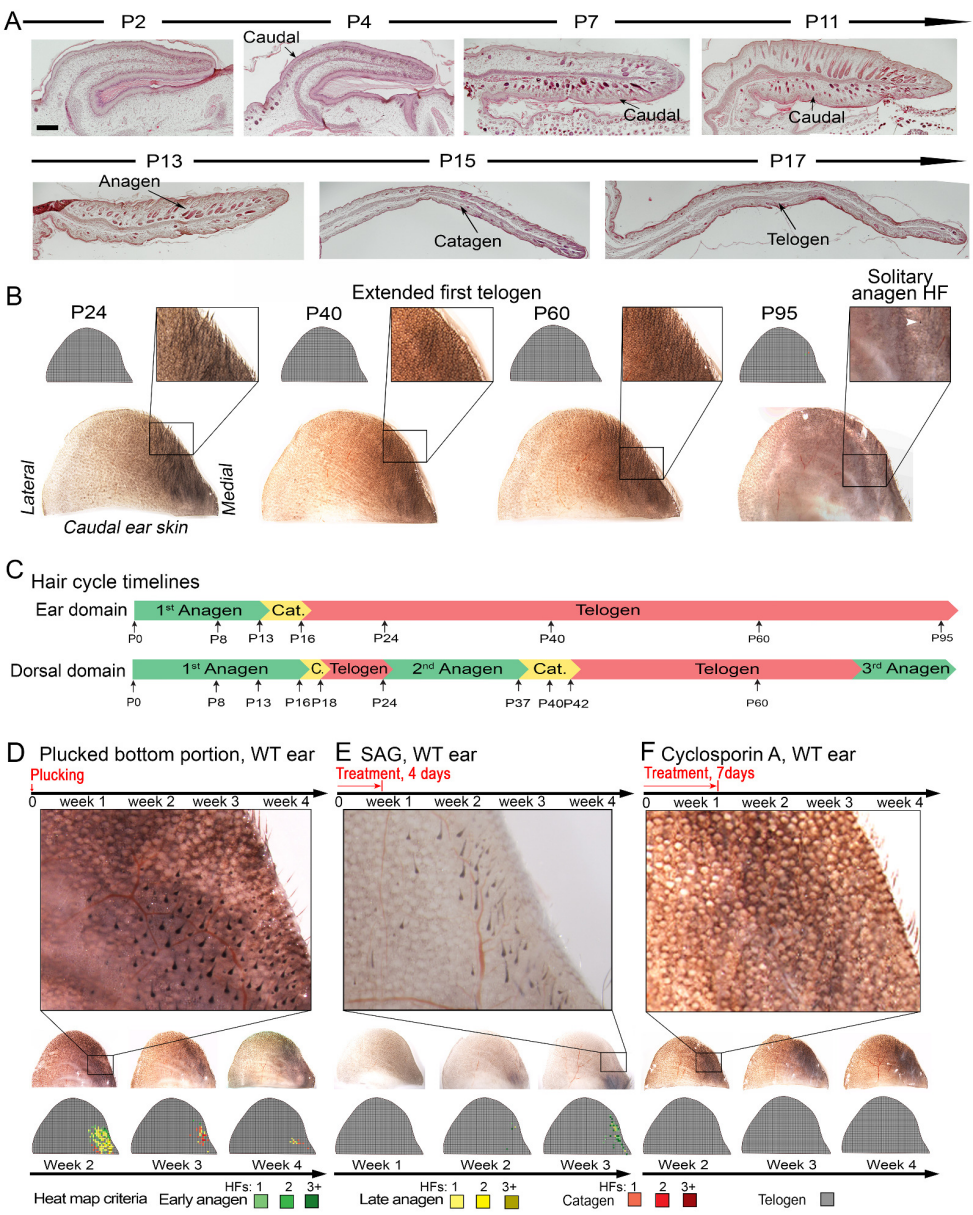
Ear skin shows hyper-refractory properties with telogen arrested HFs. (**A–C**) Morphogenesis and physiological cycling of ear HFs. (**A**) Analysis of ear tissue histology shows that developing HFs first appear on day P4, and progress toward mature anagen by P7. They enter catagen around P15 and first telogen by P17 (based on three mice for each time point). (**B, C**) Whole mount ear skin analyses show that ear HFs fail to enter second coordinated anagen and, instead, remain in an extended telogen. Seldom, isolated anagen HFs can be found (see P95 sample on **B**). Data are based on three mice for each time point. (**D**) HFs along medial side of the ear re-enter anagen after plucking (also see Appendix 1—figure 25). Experiment is based on five mice for each time point analyzed. Representative ear skin image and accompanying heatmap is shown. Heatmap criteria are shown at the bottom. (**E**) Unlike in dorsal skin (see Appendix 1—figure 27A), ear HFs poorly respond to topical SAG treatment. Anagen induction is limited to the medial edge of the ear. (**F**) Unlike in dorsal skin (see Appendix 1—figure 27B), ear HFs fail to re-enter anagen in response to topical cyclosporin A treatment. Experiments on **E** and **F** are based on three mice for each time point analyzed. Representative ear skin images and accompanying heatmaps are shown. Scale bars: A – 100 um. **DOI:** http://dx.doi.org/10.7554/eLife.22772.007

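The ear table holds 7 libraries, 2 of telogen ear skin, 3 of the cartilage/muscle complex and 2 of dorsal skin, and lists the same 46983 genes as the table of the skin domains. Its dorsal columns are labelled as competent telogen, and all of their values equal those of the dorsal competent telogen libraries in the skin domain table, so the comparisons use dorsal competent telogen skin. These dorsal libraries lay as close to the chin late anagen libraries as replicates do. Values for dorsal refractory telogen skin, which stand only in the skin domain table, are given for single genes as well, and this group was chosen after the data had been seen. The authors deposited FPKM from RSEM for these libraries too. An estimated 16499364 and 29221045 fragments stood behind the ear skin libraries, 6820894 to 12177035 behind those of the cartilage/muscle complex and 12274768 and 15477235 behind those of dorsal skin. The filter, the log2 scale and the tests were those used for the skin domains, and 19299 genes were tested. No paired analysis of the 3 tissues together was run, because the numbers of the ear skin columns differ from those of their samples.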

To understand how ear HF hyper-refractivity relates to activator and inhibitor signaling levels, we compared on RNA-seq refractory telogen dorsal skin with telogen ear skin and, additionally, cartilage/muscle complex, a structure unique to ears. 

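Tissue explained 85.1% of the squared distance between the 7 libraries of ear skin, cartilage/muscle complex and dorsal skin (exact permutation test, one-sided, p = 0.00952, reached by 2 of 210 arrangements and the smallest that this design allows). The alternative that moved this share most was log2(FPKM + 1) without scaling of each gene, with 91.4%. Among the 19299 genes tested, 16023 differed among the tissues (limma F-test, Benjamini-Hochberg adjusted p under 0.05), 11443 between ear and dorsal skin, 13717 between cartilage/muscle complex and dorsal skin and 12837 between ear skin and cartilage/muscle complex. With a minimum of 5 FPKM, the alternative that moved the F-test count most, 10754 genes differed. The median log2 fold change over all genes was 0.33 for ear over dorsal skin, 0.24 for cartilage/muscle complex over dorsal skin and 0.11 for ear skin over cartilage/muscle complex, and 0.02, -0.02 and 0.04 after scaling by the median of ratios. Of the genes that differed between ear and dorsal skin, 8619 were higher and 2824 lower in ear skin, so that 75.3% were higher, against 49.3% after scaling by the median of ratios, 54.4% after quantile normalization and 83.4% after TPM rescaling. For the cartilage/muscle complex over dorsal skin the share of higher genes was 60.2% and 47.0% after scaling by the median of ratios, and for ear skin over cartilage/muscle complex 57.9%, with 68.2% after TPM rescaling and 45.7% after quantile normalization.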

We show that, transcriptionally, these three tissue types are distinct (Figure 6A), containing large number of differentially expressed genes (Figure 6B; Dataset 3) enriched for distinct gene ontologies (Figure 6C). Analysis of the signaling pathways implicated in the hair cycle control revealed a number of differentially expressed WNT and BMP pathway ligands and antagonists (Figure 6D). 

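In ear skin, 9 of 12 WNT antagonists tested were higher than in dorsal skin and Sfrp1 and Sfrp4 were lower (limma, adjusted p under 0.05), but 7 were higher and 3 lower, Notum among them, after scaling by the median of ratios or quantile normalization. Of 8 BMP ligands tested, Bmp5 and Gdf5 were higher and Bmp2, Bmp4, Bmp7 and Bmp8a lower in ear skin, with Bmp6 lower as well after scaling by the median of ratios or quantile normalization, and without Bmp2 after TPM rescaling. For BMP antagonists, 7 of 14 were higher and 4 lower in ear skin, against 5 and 5 after scaling by the median of ratios, 7 and 6 after quantile normalization and 8 and 2 after TPM rescaling. Of 13 WNT ligands, 5 were higher and 3 lower, but 2 were higher and 4 lower after scaling by the median of ratios and 2 higher and 5 lower after quantile normalization.

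In the cartilage/muscle complex, 10 of 13 WNT ligands were lower than in dorsal skin and Wnt5b was higher, and these numbers were the same under each scaling. Wnt3 and Wnt3a were listed at 0 in all 3 libraries of the complex, against 21.7 ± 0.474 FPKM (SD, n = 2) and 2.73 ± 0.0212 FPKM (SD, n = 2) in dorsal skin. Of the BMP ligands, Bmp2, Bmp5, Bmp6, Gdf5 and Gdf6 were higher and Bmp4, Bmp7 and Bmp8a lower under each scaling. BMP antagonists were higher for 9 and lower for 4 of 14 under each scaling. Nog was 23.7 ± 0.523 FPKM (SD, n = 3) in the complex and 0.670 ± 0.0283 FPKM (SD, n = 2) in dorsal skin, a log2 fold change of 3.88 (standard error 0.12, adjusted p = 1.16e-06). Among WNT antagonists, 7 of 12 were higher and 5 lower, against 6 and 5 after scaling by the median of ratios and quantile normalization, and 7 and 4 after TPM rescaling. For Bmper the ear over dorsal log2 fold change was 0.11 (adjusted p = 0.338), with its sign reversed after scaling by the median of ratios or quantile normalization, and so was that of Wnt3a (0.22 (adjusted p = 0.31)). After quantile normalization Bmper was past the threshold as lower in ear skin (-0.29, adjusted p = 0.0231 from limma). For Wnt3 it was -0.23 (adjusted p = 0.0434) and changed sign after TPM rescaling (adjusted p up to 0.962 over the alternatives). That of Sostdc1 was 0.53 (adjusted p = 0.00451), which was not past the threshold after scaling by the median of ratios (adjusted p up to 0.753 over the alternatives). In ear over dorsal skin the log2 fold changes were 0.79 (standard error 0.10, adjusted p = 0.000998) for Chrd, 0.88 (standard error 0.16, adjusted p = 0.00351) for Fstl3, 2.25 (standard error 0.11, adjusted p = 1.52e-05) for Wnt7b and 0.75 (standard error 0.19, adjusted p = 0.0158) for Wnt10a. After scaling by the median of ratios Fstl3 and Wnt10a were not past the threshold (adjusted p = 0.0504, up to 0.114 over the alternatives, and 0.233, up to 0.349). In the complex over dorsal skin the values were 2.01 (standard error 0.09, adjusted p = 6.08e-06) for Chrd, -1.88 (standard error 0.14, adjusted p = 4.90e-05) for Fstl3, -2.72 (standard error 0.10, adjusted p = 1.86e-06) for Wnt7b and -3.82 (standard error 0.18, adjusted p = 5.47e-06) for Wnt10a. For Bambi the cartilage/muscle complex over dorsal skin gave a log2 fold change of 0.11 (adjusted p = 0.432) whose sign was reversed after scaling by the median of ratios. Against refractory dorsal skin, a group chosen after the data had been seen, it was 0.49 (adjusted p = 0.0111, with a range of 0.0111 to 0.549 over the alternatives).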

Compared to dorsal skin, ear skin is enriched for transcripts for several WNT antagonists, including *Dkkl1, Dkk2* and *Sfrp2*, as well as collagen *Col17a1*, implicated in HF stem cell maintenance (Matsumura et al., 2016). 

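Dkkl1 (ENSMUSG00000030792.7) was 212 ± 3.39 FPKM (SD, n = 2) in ear skin and 32.5 ± 1.28 FPKM (SD, n = 2) in dorsal competent telogen skin. Its log2 fold change was 2.67 (standard error 0.06, adjusted p = 9.46e-07) from limma, and it was listed at 0 in the cartilage/muscle complex. Against dorsal refractory telogen skin, at 81.1 ± 7.52 FPKM (SD, n = 2), its log2 fold change was 1.38 (standard error 0.08, adjusted p = 3.88e-05). Dkk2 (ENSMUSG00000028031.6) was 13.8 ± 0.212 FPKM (SD, n = 2) in ear skin and 3.83 ± 0.134 FPKM (SD, n = 2) in dorsal skin, a log2 fold change of 1.61 (standard error 0.08, adjusted p = 1.85e-05). Against refractory dorsal skin it was 0.98 (standard error 0.08, adjusted p = 0.000186). Sfrp2 (ENSMUSG00000027996.13, 16.1% of whose exons overlap another gene) was 31.6 ± 0.177 FPKM (SD, n = 2) in ear skin and 10.8 ± 0.120 FPKM (SD, n = 2) in dorsal skin. Its log2 fold change was 1.46 (standard error 0.06, adjusted p = 6.88e-06). Against refractory dorsal skin, at 2.04 ± 0.354 FPKM (SD, n = 2), it was 3.43 (standard error 0.09, adjusted p = 1.55e-06). Col17a1 (ENSMUSG00000025064.14) was 129 ± 16.2 FPKM (SD, n = 2) in ear skin, 22.2 ± 0.559 FPKM (SD, n = 2) in dorsal skin and 0.293 ± 0.256 FPKM (SD, n = 3) in the cartilage/muscle complex. The log2 fold change was 2.48 (standard error 0.19, adjusted p = 0.000108) for ear over dorsal skin. It was 66.8 ± 0.438 FPKM (SD, n = 2) in refractory dorsal skin, and the log2 fold change against this group was 0.93 (standard error 0.19, adjusted p = 0.00642). Dkkl1 lies on chromosome 7 from 45207519 to 45212147. Dkk2 lies on chromosome 3 from 132085292 to 132180304. Sfrp2 lies on chromosome 3 from 83766321 to 83774316. Col17a1 lies on chromosome 19 from 47646344 to 47692094. These 4 differences were past the threshold under each alternative with at least 2 libraries per group, and could not be tested with 1 ear or dorsal skin library left out. The 2 libraries of a group differed by less than the groups did for each of the 4 genes.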

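Bmp5 (ENSMUSG00000032179.7, with 46.7% of its exons overlapped by Gm26903) was 50.8 ± 5.18 FPKM (SD, n = 3) in the cartilage/muscle complex, 0.620 ± 0.0141 FPKM (SD, n = 2) in ear skin and 0.0100 ± 0.0141 FPKM (SD, n = 2) in dorsal skin. Its log2 fold change for the complex over dorsal skin was 5.67 (standard error 0.10, adjusted p = 8.65e-08) from limma with Benjamini-Hochberg adjustment. The WNT antagonist Frzb (ENSMUSG00000027004.3) was 156 ± 8.05 FPKM (SD, n = 3) in the complex and 0.670 ± 0.0707 FPKM (SD, n = 2) in dorsal skin, a log2 fold change of 6.55 (standard error 0.09, adjusted p = 2.33e-08). In ear skin it was 1.08 ± 0.191 FPKM (SD, n = 2), a log2 fold change of 0.32 (adjusted p = 0.0275) over dorsal skin. This was not past the threshold after scaling by the median of ratios (adjusted p = 0.433, up to 0.916 over the alternatives). For Sfrp2, at 46.2 ± 1.09 FPKM (SD, n = 3) in the complex, the log2 fold change over dorsal skin was 1.99 (standard error 0.05, adjusted p = 4.37e-07). Sfrp5 (ENSMUSG00000018822.7) was 35.3 ± 2.76 FPKM (SD, n = 3) in the complex and 1.76 ± 0.0778 FPKM (SD, n = 2) in dorsal skin, a log2 fold change of 3.71 (standard error 0.10, adjusted p = 4.57e-07). Wif1 (ENSMUSG00000020218.11) reached 2084 ± 18.3 FPKM (SD, n = 3) in the complex, against 19.9 ± 1.36 FPKM (SD, n = 2) in ear skin and 10.6 ± 0.742 FPKM (SD, n = 2) in dorsal skin. The log2 fold change was 7.49 (standard error 0.06, adjusted p = 3.84e-09) for the complex and 0.85 (standard error 0.07, adjusted p = 0.000148) for ear skin. Bmp5 lies on chromosome 9 from 75775364 to 75900310. Frzb lies on chromosome 2 from 80411970 to 80447625. Wif1 lies on chromosome 10 from 121033960 to 121100650. Against dorsal refractory telogen skin, chosen as a comparator after the data had been seen, the log2 fold changes of the complex were 5.52 for Bmp5, 6.33 for Frzb, 3.96 for Sfrp2, 4.20 for Sfrp5 and 8.28 for Wif1, with adjusted p at most 3.82e-07.

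**Figure D4:**
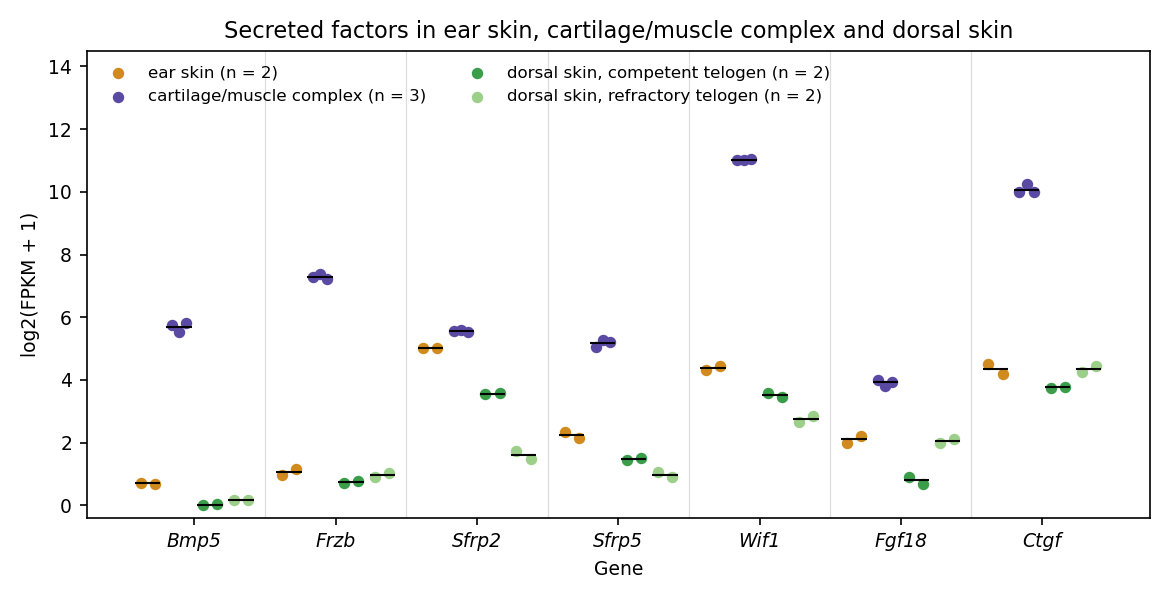
Log2(FPKM + 1) of Bmp5, Frzb, Sfrp2, Sfrp5, Wif1, Fgf18 and Ctgf in each library of ear skin (n = 2), the cartilage/muscle complex (n = 3), dorsal competent telogen skin (n = 2) and dorsal refractory telogen skin (n = 2), with dots for libraries and lines for means. All 7 genes are highest in the cartilage/muscle complex.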

Cartilage/muscle complex is prominently enriched for *Bmp5*, and multiple WNT antagonists, including *Frzb, Sfrp2, Sfrp5* and *Wif1*. Additionally, it showed upregulated expression of other known hair cycle inhibitors *Fgf18* (Kimura-Ueki et al., 2012; Leishman et al., 2013) and *Ctgf* (Liu and Leask, 2013).

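Fgf18 (ENSMUSG00000057967.12) was 14.2 ± 1.07 FPKM (SD, n = 3) in the cartilage/muscle complex and 0.745 ± 0.191 FPKM (SD, n = 2) in dorsal skin, a log2 fold change of 3.12 (standard error 0.12, adjusted p = 2.70e-06) from limma. In ear skin it was 3.31 ± 0.516 FPKM (SD, n = 2), a log2 fold change of 1.3 (standard error 0.13, adjusted p = 0.00035) over dorsal competent telogen skin. In dorsal refractory telogen skin, chosen as a comparator after the data had been seen, Fgf18 was 3.15 ± 0.24 FPKM (SD, n = 2). Against this group the log2 fold change was 1.87 (standard error 0.11, adjusted p = 1.54e-05) for the complex and 0.05 (standard error 0.12, adjusted p = 0.761) for ear skin. Ctgf (ENSMUSG00000019997.11, with 23.2% of its exons overlapped by Gm15270) was 1079.6 ± 112 FPKM (SD, n = 3) in the complex, 19.4 ± 3.39 FPKM (SD, n = 2) in ear skin and 12.6 ± 0.24 FPKM (SD, n = 2) in dorsal skin. The log2 fold change for the complex over dorsal skin was 6.31 (standard error 0.12, adjusted p = 1.39e-07), and 5.73 (standard error 0.13, adjusted p = 2.58e-07) against refractory dorsal skin. For ear over dorsal skin it was 0.58 (standard error 0.14, adjusted p = 0.0116). It was not past the threshold after scaling by the median of ratios (0.12, adjusted p = 0.463) or quantile normalization (0.21, adjusted p = 0.180), nor against refractory dorsal skin (adjusted p = 0.990, the highest over the alternatives). Fgf18 lies on chromosome 11 from 33117430 to 33147400. Ctgf lies on chromosome 10 from 24595442 to 24598683. From these RNA levels, the Axin2-lacZ and BRE-gal reporters and mutant mice, the paper writes that its results support that hyper-refractivity of ear HFs depends on BMP ligands and WNT antagonists at higher levels, some of them made by the cartilage/muscle complex (Figure 6E).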

**Figure 6.**
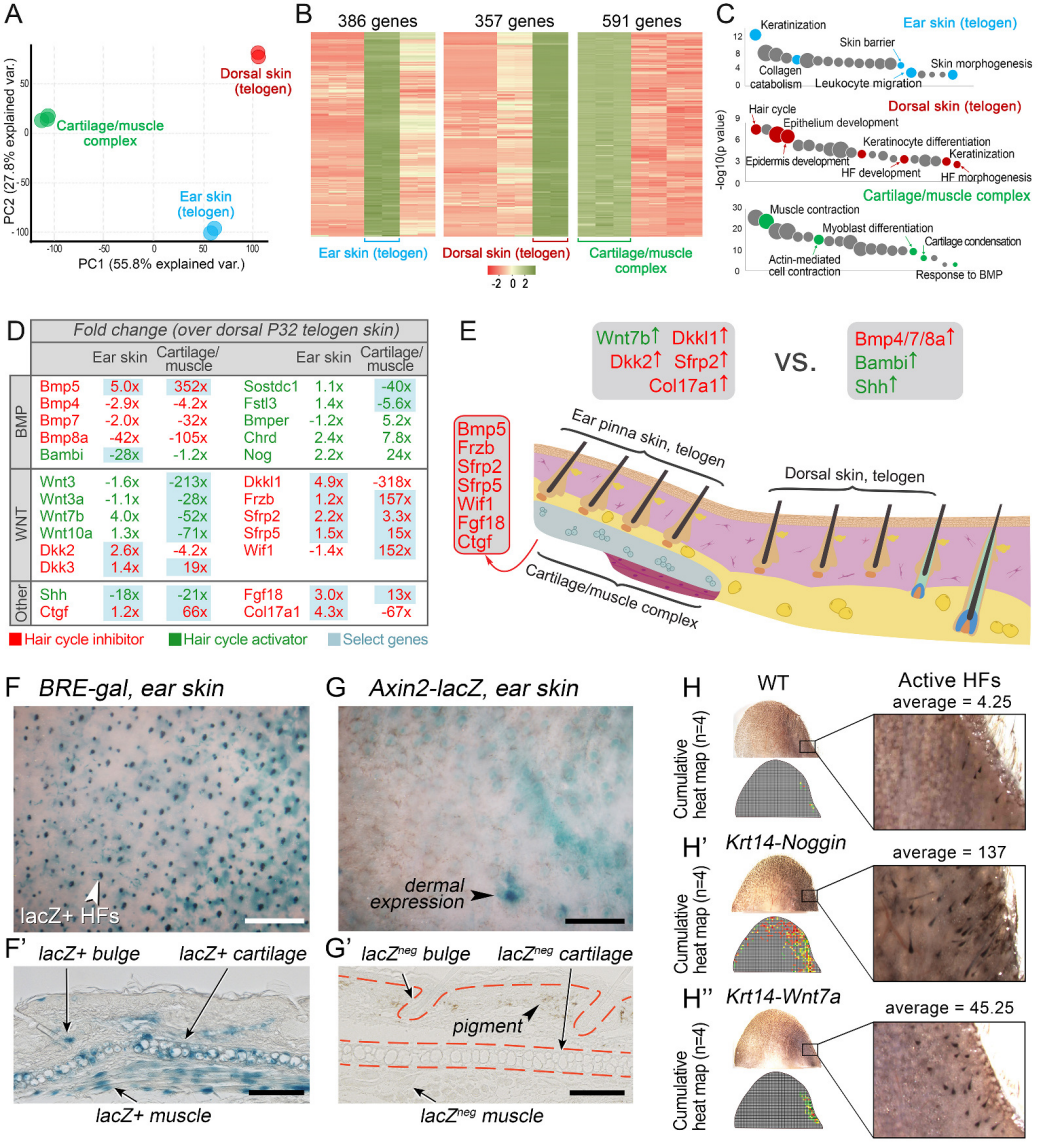
WNT and BMP signalings modulate ear HF hyper-refractory state. (**A–C**) Transcriptomes of first telogen ear skin, first telogen dorsal skin and ear cartilage/muscle complex are distinct, as revealed by PCA analysis (**A**). They contain 1334 differentially expressed genes (**B**), spanning distinct gene ontologies (**C**). (**D, E**) These tissues show differential expression of multiple ligands and antagonists for several major signaling pathways, prominently WNT and BMP. Putative activators are in green and putative inhibitors are in red. For each gene, relative fold changes for ear skin over dorsal skin and cartilage/muscle complex over dorsal skin expression levels are indicated. Select genes are highlighted. (**F, F’**) *BRE-gal* reporter reveals high BMP activity in telogen ear HFs and in the adjacent cartilage/muscle complex (n = 8). (**G, G’**) *Axin2-lacZ* reporter reveals near absence of WNT activity in ear HFs and cartilage/muscle complex. Seldom, sites of dermal reporter activity can be found (n = 8). (**H–H’’**) Compared to wild type mice (n = 4) (**H**), ears of *Krt14-Noggin* (n = 4) (**H’**) and *Krt14-Wnt7a* mice (n = 4) (**H’’**) show prominent increases in spontaneous anagen frequency. Cumulative heatmaps from four individual ear samples are shown. Also see Appendix 1—figure 28. Scale bars: F, G – 500 um; F’, G’ – 100 um. **DOI:** http://dx.doi.org/10.7554/eLife.22772.008

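The genes of Dataset 3 have a mean of at least 5 FPKM and a level at least 5-fold above both other tissues. By these criteria and an adjusted p under 0.05 from limma in both comparisons, 387 genes were enriched in ear skin, 353 in dorsal skin and 591 in the cartilage/muscle complex, 1331 in all. The paper's lists in Dataset 3 hold 386, 357 and 591 genes, of which 386, 353 and 589 were also found here. All 2702 values compared in Dataset 3 for ear skin, 2499 for dorsal skin and 4137 for the cartilage/muscle complex were equal to the deposited ones. Because the criteria were read from these lists and the values are the same, the overlap was largely set beforehand and is no independent reproduction. With refractory in place of competent telogen dorsal skin, a group chosen after the data had been seen, 292, 297 and 609 genes were enriched, and 218, 249 and 563 of them were shared with the first lists. Without the fold and level criteria, the alternative that moved these counts most, 4433 genes were higher in ear skin, 2022 in dorsal skin and 4721 in the complex than in both other tissues.

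The gene with the largest enrichment in ear skin over dorsal skin was Krt2 (ENSMUSG00000064201.8), with 6642 ± 293 FPKM (SD, n = 2) in ear skin and a log2 fold change of 12.21 (standard error 0.10, adjusted p = 1.41e-08). In the cartilage/muscle complex Cytl1 (ENSMUSG00000062329.4) reached 46332 ± 1236 FPKM (SD, n = 3), a log2 fold change of 13.37 (standard error 0.05, adjusted p = 4.88e-10) over dorsal skin. Krt2 lies on chromosome 15 from 101810689 to 101818169. Cytl1 lies on chromosome 5 from 37735519 to 37739820. Chad, at 1966 ± 155 FPKM (SD, n = 3), and Comp, at 1188 ± 179 FPKM (SD, n = 3), are other cartilage genes with large differences. Dorsal skin was most enriched over ear skin for Gm7735, at 1846 ± 88.0 FPKM (SD, n = 2), and Krtap19-9a, at 967 ± 7.94 FPKM (SD, n = 2), both listed at 0 in all ear skin and cartilage/muscle libraries. Genes of hair keratin-associated proteins had the largest differences in the other direction for the complex, with Krtap22-2 at 19286 ± 108 FPKM (SD, n = 2) and Krtap7-1 at 18931 ± 23.6 FPKM (SD, n = 2). Rps3a3 and Rpl34-ps1 are pseudogenes with many related genes, and the cartilage/muscle over dorsal log2 fold change of Rps3a3 (0.33 (adjusted p = 0.136)) changed sign against refractory dorsal skin.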

**Figure 7.**
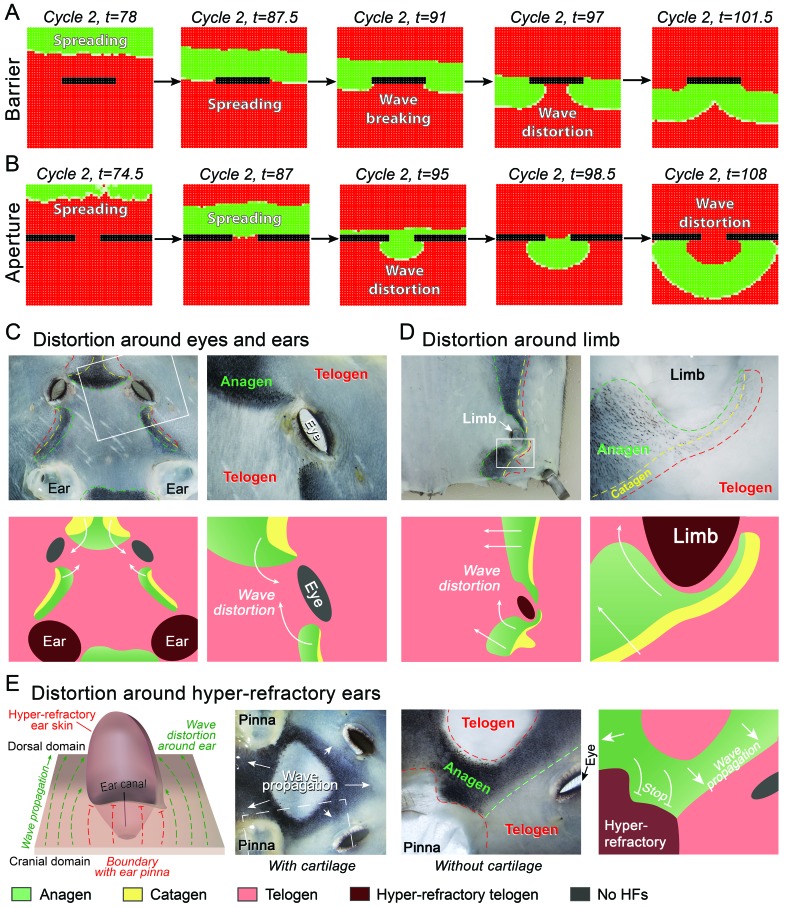
Hair growth waves distort at the non-propagating boundaries. (**A, B**) Introduction of a non-propagating barrier (**A**) or an aperture (**B**) into the model produces simulations with distorted anagen spreading wave front (green). (**C, E**) Distortions in the geometry of hair growth waves are commonly seen in the head region at the boundaries with the hyper-refractory ears and eyelids, the physical breaks in the skin. Seldom, similar distorted patterns can be seen around limb skin (**D**). Hair growth patterns on C-E are accompanied by color-coded schematic drawings. Colors are defined at the bottom. Hair growth distortion patterns shown were documented in ten mice each. **DOI:** http://dx.doi.org/10.7554/eLife.22772.009

We validated WNT and BMP changes from RNA-seq by studying relevant pathway reporters and measuring changes in ear hair cycling in mutant mouse models. Using *Axin2-lacZ* reporter mice, we show isolated sites of WNT activity in ear skin dermis, and a lack of activity in telogen HFs as well as in the cartilage and muscle (Figure 6G and G’). Using *BRE-gal* reporter mice, we show high levels of BMP activity in telogen ear HFs (in the bulge), as well as in the cartilage and muscle (Figure 6F and F’). Overexpression of the BMP antagonist Noggin in *Krt14-Noggin* mice partially rescued the hyper-refractory state – substantially more spontaneous anagen HFs can be found in *Krt14-Noggin* ears as compared to wild-type control (Figure 6H and H’; Appendix 1—figure 28B, D). Wnt7a overexpression in *Krt14-Wnt7a* mice also reactivated anagen in ear skin, albeit to a lesser extent compared to Noggin overexpression (Figure 6H’’; Appendix 1—figure 28C, D). 

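The families of ligands and antagonists were also compared with dorsal refractory telogen skin, a group chosen after the data had been seen. Of 8 BMP ligands tested, 2 were higher and 5 lower in ear skin and 4 higher and 3 lower in the cartilage/muscle complex (limma, Benjamini-Hochberg adjusted p under 0.05). Bmp5, Bmp2, Gdf5 and Gdf6 were the ones higher in the complex, and Bmp4, Bmp7 and Bmp8a were lower both there and in ear skin. For WNT antagonists, 8 of 12 were higher and 2 lower in ear skin, and 7 higher and 4 lower in the complex. Sfrp4 was higher in both, whereas it was lower in both than dorsal competent telogen skin. Among the other families, Chrdl1 in ear skin and Wnt2 in the complex changed in the same way. BMP antagonists were higher for 6 and lower for 3 of 13 in ear skin, and higher for 10 and lower for 3 in the complex. Of 13 WNT ligands, 6 were higher and 2 lower in ear skin, and 1 was higher and 8 lower in the complex. The median of all genes against this group was 0.33 for ear skin and 0.23 for the complex on the log2 scale, and the families were not rescaled for it in this comparison.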

Together, these results support that hyper-refractivity of ear HFs depends on higher levels of BMP ligands and WNT antagonists, in part produced by the cartilage/muscle complex (Figure 6E).

### Hair growth waves distort around hyper-refractory and hairless skin regions

Lastly, our model predicts that hair growth waves can form distorted patterns around non-propagating skin regions, such as hyper-refractory hair-bearing skin or hairless skin (Figure 7A and B; Appendix 2-Hyper-refractory domain and Wave breaker; Appendix 2—figure 17; Appendix 2—video 5). We considered that pattern distortion could occur in the cranial skin at the boundaries with hyper-refractory ears and eyelids – naturally occurring physical breaks in the skin. Indeed, we observe that hair growth waves prominently break around the eyelids and ears – anagen waves propagate faster through the hair-bearing skin around the eyelids and ears, and then distort into the spaces in front of these anatomical structures (Figure 7C and E). Similar patterns are also observed for the ventral-to-dorsal hair growth wave around the limbs (Figure 7D). We conclude that distortions of hair growth waves around anatomical structures with temporary or permanent non-propagating properties contribute to rapid body-wide hair growth pattern evolution.

## Discussion

### Growth-regulated parallel signaling makes the HF an excitable medium

Previous mathematical models have recapitulated cycling of a single HF (Al-Nuaimi et al., 2012; Halloy et al., 2000) or in HF populations in two dimensions (Murray et al., 2012; Plikus et al., 2011). Here, we developed a multiscale model where coupling of activator and inhibitor signals with the movements of a HF in a three-dimensional space simulates cyclic growth and communication between neighboring HFs. In a single HF regime, our model faithfully predicts the effects that changes in WNT and BMP signaling can exert on the length of the anagen phase of the hair cycle.

Similar to the FHN generic excitable media model (Murray et al., 2012), our model also recapitulates several known population-level features of the HF system such as spontaneous hair growth initiation and hair wave spreading. Importantly, however, only our model allows incorporation of differential HF growth in space, a feature required for simulating heterogeneous skin properties such as interactions between skin domains with different hair cycle frequencies or the hair wave distortion effect. Thus, while the multiscale nature and non-linearity make our model more difficult to derive analytical results, its heterogeneous domain feature allows studying complex skin-wide hair growth dynamics (see Appendix 2-Comparison with FitzHugh-Nagumo (FHN) model).

### HF morphogenesis across mouse skin is spatially asynchronous

Hair growth in newborn mice is commonly thought to occur simultaneously across the entire skin. In fact, we show that the first cycle is already distinctly patterned: at birth, anagen HFs in dorsal skin have head-to-tail and lateral-to-medial asynchronies, while first anagen entry by ventral HFs is delayed by approximately 3 days and proceeds as a concentric lateral-to-midline wave. Similarly delayed by 6 days are ear HFs. First anagen naturally follows the process of HF morphogenesis, which is known to be temporarily asynchronous, and to occur, at least in the dorsal skin, in three successive waves (reviewed in Clavel et al., 2012). Pattern-wise, development of HFs relies on reaction-diffusion (Sick et al., 2006) and on space-filling expansion-induction mechanisms (Cheng et al., 2014). Importantly, models for both mechanisms assume spatially synchronous HF morphogenesis. Our findings of spatial asynchrony of the first anagen indicate spatial asynchrony of HF morphogenesis. Future studies will be required to understand the modeling and signaling aspects of such phenomenon.

### Hair cycle patterns evolve from the interaction of heterogeneous skin domains

Our data reveal prominent regional differences in hair cycle dynamics and show that interaction between HFs across domain boundaries drives rapid evolution of complex hair growth patterns. Specifically, we show that during early postnatal cycles, chin and ventral domains become the dominant sources of skin-wide anagen waves. Such dominant behavior of chin and ventral domains is accompanied by distinct activity dynamics for WNT and BMP, putative hair cycle activators and inhibitors, respectively. Transgenic mouse studies further confirm the functional importance of differential WNT and BMP activities in setting distinct hair growth pace across discrete anatomical skin regions. Admittedly, an in-depth follow-up study will be necessary to identify and verify the major site-specific cellular sources for WNT and BMP ligands and antagonists.

We also show that ear skin behaves as a hyper-refractory domain, where telogen HFs are resistant to anagen-inducing stimuli and cannot participate in hair growth wave propagation. We reveal that such hyper-refractivity relates to high levels of BMP ligands and WNT antagonists, in part produced by the cartilage/muscle complex, a structure unique to the ear skin. Thus, novel behaviors can be produced by the cooption of signals from new tissue modules, rather than by the modification of preexisting ones. This finding parallels the modulatory effects of non-HF cell types on the dorsal skin hair cycle, including adipose progenitors (Festa et al., 2011; Rivera-Gonzalez et al., 2016), mature adipocytes (Plikus et al., 2008b), and resident macrophages (Castellana et al., 2014; Chen et al., 2015). Finally, we show that anatomically defined structures that cannot propagate hair growth waves, namely ears and eyelids, can generate a ‘wave-breaker’ effect. Similar distortion effects are likely to occur around other anatomical structures, such as the tail and genitals, and around skin defects, such as scars, and can jointly contribute to rapid hair growth pattern evolution.

Taken together, our study reveals that the skin as a whole functions as a complex regenerative landscape with regions of fast, slow, and very slow hair renewal (Appendix 1—figure 29). We show that this behavior produces a fur coat with variable hair density, which likely serves an adaptive role, such as in thermoregulation. Mechanistically, we show that the WNT/BMP activator/inhibitor signaling pair modulates hair regeneration in all skin regions studied. This suggests that the WNT/BMP ‘molecular language’ for hair growth is general, rather than a special case for a specific body site. Its generality allows for hair-to-hair communications to arise across anatomic domain boundaries, which, in turn, enables novel hair growth dynamics not obvious from prior work – fast cycling skin regions (such as chin skin) function as a kind of hair growth pacemaker. Furthermore, our findings on ear hair cycle expand the repertoire of tissues with signaling macro-environment function to include any closely-positioned anatomic structures with signaling properties, such as cartilage.

We posit that some of the newly found hair regeneration features can have analogs in other organs. For instance, dominant anatomically defined pacemakers are common in the electrically coupled muscle-based tissues, including heart and stomach, where they generate directional contractile rhythmicity. Other actively regenerating organs, such as the intestines and bone marrow, can likely contain anatomic regions of faster and slower regeneration and, conceivably, they can be coupled to work in coordination. Knowledge learned from the skin system in the current study can guide the search for regenerative landscapes in these and other organs. Because coordination principles observed in the skin may be universal, the likelihood of them operating in other organs is substantial despite prominent anatomical differences.

## Materials and methods

### Computational modeling

The modeling framework is based on a hybrid approach, with individual HFs modeled as an expanding or contracting one-dimensional line and with the diffusive molecules described in reaction-diffusion equations (Appendix 2, Equations 1–4). The latter are solved using a finite difference scheme with the standard central difference approximation on the diffusion (see Appendix 2-1-dimensional (1D) HF model to Numerical methods in Appendix 2).

### Experimental mouse models

*Krt14-Noggin* (Plikus et al., 2004, 2005), *Krt14-Bmp4* (Guha et al., 2004), *Krt14-Cre;Wnt7b^fl/fl^* (Kandyba and Kobielak, 2014), *Krt14-Wnt7a* (Plikus et al., 2011), *Krt5-rtTA;tetO-Dkk1* (Chu et al., 2004), *220bpMsx2-hsplacZ* reporter (Brugger et al., 2004), *BRE(Bmp response element)-gal* BMP reporter (Javier et al., 2012), *Axin2-lacZ* (Lustig et al., 2002), and *Flash* WNT reporter mice (Hodgson et al., 2014) were used. For Dkk1 induction, P30 *Krt5-rtTA;tetO-Dkk1* mice were placed on 2 mg/ml Doxycycline-containing water *ab libitum*, and skin was collected at P44 for histology and at P50 for hair length measurements.

### Skin grafting

5 × 5 mm skin grafts from chin and dorsal domains of P21 C57BL/6J male mice were transplanted onto the dorsum of gender-matched pigmented P50 SCID recipients. At the time of grafting, donor skin was in first telogen and recipient skin was in second telogen.

### Hair plucking

In dorsal skin, club hairs were plucked from 5 × 5 mm areas. In the ear pinna, plucking was done on the caudal skin. For quantitative plucking, approximately 500 club hairs we plucked along the medial ear side.

### Topical drug treatment

Cyclosporin A: for the dorsal skin, 100 ul of Cyclosporin A solution (1, 5, and 10 mg/ml) was applied topically once a day for 7 days. For the ear pinna, caudal skin was treated with 100 ul of 10 mg/ml of Cyclosporin A once a day for 7 days. Smoothened agonist (SAG): for the dorsal skin, 120 uM of SAG in DMSO/acetone was applied topically once a day for 4 days as described (Paladini et al., 2005). For the ear pinna, caudal skin was treated with 25 ul of SAG solution once a day for 4 days.

### Hair length measurements and club hair counting

Guard, awl, auchene and zigzag club hair types were photographed, traced and calibrated using Adobe Illustrator software. See Appendix 1—table 1. Club hair density was evaluated on whole-mount telogen skin samples that were pre-treated with 1 mg/mL Collagenase/Dispase and counterstained with hematoxylin.

### Histology and immunohistochemistry

Histology was performed on 4% PFA-fixed sections. For *BRE-gal* and *Axin2-lacZ* specimens, whole mount lacZ staining was performed first followed by histology. The primary antibodies used were rabbit anti-keratin Krt5 (1:250, Abcam, UK), rabbit anti-perilipin (1:750; Cell Signaling), rabbit anti-αSMA (1:200; Abcam). Actin was detected with phalloidin (Alexa Fluor 488; Molecular Probes).

### Whole mount in vivo bioluminescence imaging

Whole body imaging of *Flash* mice was performed as previously described (Hodgson et al., 2014). Briefly, mice were injected with 150 mg/kg of firefly D-luciferin substrate and imaged with the Xenogen IVIS Spectrum system.

### FACS and analysis

Second telogen skin from C57BL/6J male mice was treated with Dispase to separate epidermis from dermis. Epidermis was digested with Accutase and dermis with Collagenase. Epidermal and dermal cell suspensions were combined and stained with anti-CD11b (eBioscience) and anti-F4/80 antibodies (eBioscience). Due to small tissue size, chin skin cells from three mice were combined for each experiment. FACS data were analyzed using FlowJo.

### RNA-sequencing and analyses

Total RNA was isolated using the RNeasy Mini Kit (Qiagen). RNA samples with RIN >8.0 were considered for cDNA library preparation. Full-length cDNA library amplification and tagmentation was performed as previously described (Picelli et al., 2014). Libraries were multiplexed and sequenced as paired-end on an Illumina Next-Seq500 platform. Paired-end reads were aligned to the mouse genome (mm10/gencode.vM8) and quantified using the RNA-seq by Expectation-Maximization algorithm (RSEM) with standard parameters (version 1.2.25) (Li and Dewey, 2011). 

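The deposited values are FPKM per gene, written with 2 decimals, for 48 libraries. The number of fragments behind each library was estimated from the values, since the FPKM of a gene with a single transcript rises in steps of 1 fragment. Lengths were taken from GENCODE vM21, a later release than vM8, and 25166 genes with a single transcript were used, with an assumed fragment length of 200 nt. The estimates ranged from 6820894 to 29221045 fragments, with a median of 13270701, and changed by at most 7.03% with a fragment length of 150 or 250 nt.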

Samples were batch-effect corrected. 

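The FPKM values of all 48 libraries lay on steps of whole fragments, with a step score between 0.614 and 0.736, where 1 stands for values exactly on the steps. With shuffled transcript lengths the score reached 0.173 at most. Simulated values scored 0.925 to 0.962, above all libraries, and 0.149 or less after each gene had been rescaled by its own factor. Only a single size of such factors was simulated. The methods do not name the batches, the tool or whether the deposited values are those before or after the correction.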

EdgeR (version 3.14.0) was employed to identify differentially expressed genes (DEGs) across samples of interest. 

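The deposited values are FPKM and not counts, so limma on log2(FPKM + 1) was used here in place of edgeR, and the thresholds behind the paper's numbers of differentially expressed genes are not named in its text. The approach was tested on simulated data with the group sizes of refractory telogen. Of 200 genes given a log2 change of 2 in chin skin, 85.5% were recovered with 10 false calls, and of 200 genes with a change of 1, 33% were recovered with 5 false calls. Among 200 random gene lists in the simulated sets, 3 and 5 had a camera p under 0.05. The simulated genes varied independently, so this does not test camera on lists of genes that vary together.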

FPKM values were taken as inputs for PCA analysis and DEG analyses. 

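Principal components of log2(FPKM + 1), with each gene scaled, were computed for both tables. In the skin domain libraries the first component held 20.4% of the variance and the second 14.3%, and with scaling by the median of ratios 19.7% and 12.3%. In the ear table the components held 53.5% and 31.7%, and with that scaling 55.7% and 28.3%. On FPKM without a log the skin domain components held 20.4% and 14.2%, and those of the ear table 51.7% and 32.8%.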

Data is available at GEO: GSE85039.

## Appendix 1

Experimental: A multi-scale model for hair follicles reveals heterogeneous domains driving rapid spatiotemporal hair growth patterning Identifying model predicted hair cycle activators and inhibitors To find out which signaling pathway activities fit the temporal dynamics of activator and inhibitor predicted by the model (Figure 1D and E), we examined a highly temporally resolved whole-skin microarray dataset, which includes nine consecutive time points: five for anagen, three for catagen, and one for telogen (Lin et al., 2009). We identified two sets of 236 and 122 genes whose temporal dynamics recapitulate those of the simulated activator (Figure 1D’ and D’’) and inhibitor signals (Figure 1E’ and E’’; Dataset S1), respectively. Focusing on major signaling pathways, we show that multiple members of WNT and BMP are represented in each gene set. The putative activator set includes WNT ligands (*Wnt2, Wnt9a, Wnt7b*), soluble WNT activator *r-Spondin1*, multiple WNT-specific Tcf transcription factors, and soluble BMP antagonists, *Follistatin* and *Sostdc1*. The putative inhibitor set includes multiple BMP ligands (*Bmp2, Bmp4, Bmp6, Bmp7),* BMP receptors (*Bmpr1a, Bmpr1b* and *Bmpr2*), BMP-specific transcription factors (*Smad2, Smad5* and *Smad7*), and soluble (*Wif1, Sfrp1*), transmembrane (*Kremen1*), and intracellular WNT antagonists (*Nkd2, Prickle1*). Validating model-predicted roles for BMP signaling in hair cycle control For BMP signaling, we examined *Krt14-Bmp4* (Guha et al., 2004) and *Krt14-Noggin* mice (Plikus et al., 2004, 2005) overexpressing BMP ligand and soluble antagonist, respectively. Consistent with the notion of BMP acting as anagen inhibitor, *Krt14-Bmp4* mice show shortened pelage, prominently on their ears, tail, and paws, and partial baldness on the trunk (Appendix 1—figure 1A, 2). Fully grown dorsal hairs in *Krt14-Bmp4* are significantly shorter compared to control across all hair types by 35–47% (p<0.05) (Appendix 1—figure 1B). This is accompanied by the shortened anagen duration as established by histology on day P15 (Appendix 1—figure 3B). In contrast, *Krt14-Noggin* mice show a general increase in hairiness, prominent on their ears, tail, and paws (Appendix 1—figure 1A, 2), and significantly longer than WT dorsal hairs: 12% longer for guard (p<0.01) and 7% longer for auchene type (p<0.01) (Appendix 1—figure 1B). In parallel, we observe longer anagen phase duration as revealed by histology on day P19 (Appendix 1—figure 3A). Hair length changes in *Krt14-Noggin* mice were not statistically significant for the zigzag and awl types. Validating model-predicted roles for WNT signaling in hair cycle control For WNT signaling, we examined *Krt14-Cre;Wnt7b^fl/fl^* (Kandyba and Kobielak, 2014) and *Krt5-rtTA;tetO-Dkk1* mice (Choi et al., 2013), with constitutive skin-specific deletion of the WNT ligand Wnt7b and conditional overexpression of the soluble WNT antagonist Dkk1, respectively. *Wnt7b* follows model-predicted activator expression pattern (Figure 1D’’) and consistent with the previous report (Kandyba and Kobielak, 2014), Wnt7b-deficient mice display short first anagen (Appendix 1—figure 5A) and short pelage (Appendix 1—figure 4A’, B’). We now show that, intriguingly, during the following hair growth cycle, *Krt14-Cre;Wnt7b^fl/fl^* mice compensate for the initial defect (Appendix 1—figure 4A), and hair length increases between cycles by an average of 22% (p<0.05) (Appendix 1—figure 4B, B’). In *Krt5-rtTA;tetO-Dkk1* mice, induction of Dkk1 overexpression during telogen prominently blocks HFs in an extended telogen (Choi et al., 2013) – a scenario equivalent to ‘Equilibrium II’ in our model (Figure 1C). Induction of Dkk1 overexpression during anagen leads to early anagen termination (Appendix 1—figure 5B) and shortened hairs (Appendix 1—figure 4A’’, B’’). Compared to control, club hairs in *Krt5-rtTA;tetO-Dkk1* mice across all four types shorten by 22–25% (p<0.05). Taken together, our modeling and experiments confirm that WNT and BMP serve as a core hair cycle activator/inhibitor pair, affecting both telogen and anagen phase timing.

**Appendix 1—table 1.** Numbers of club hairs used for analysis. **DOI:** http://dx.doi.org/10.7554/eLife.22772.042

**Hair type**	**Control**	***Krt14-Noggin***	***Krt14-Bmp4***	**Control**	***Krt14-Cre;*** ***Wnt7b^-/-^***	***Krt5-rtTA; tetO-Dkk1* control**	***Krt5-rtTA; tetO-Dkk1 induced***
Auchene	52	43	23	50	25	30	43
Awl	70	55	40	50	25	30	45
Guard	73	48	40	52	25	30	45
Zigzag	54	64	40	18	28	19	33

## Appendix 2

Modeling: A multi-scale model for hair follicles reveals heterogeneous domains driving rapid spatiotemporal hair growth patterning 1-dimensional (1D) HF model Geometry of a hair follicle The 1D HF model is on a computation domain along the z-axis: z∈[Z,0] (Appendix 2—figure 1). HF growth, characterized by elongation of the bottom part of the HF, ranges in a region $\left[h_{\min},h_{\max}\right]\subset \left[Z,0\right]$. Region I is the bulge region, which does not move associatively with HF growth, and is located at $\left[h_{\text{I}},h_{\text{I}}+d_{\text{I}}\right]$. Region II includes HG and DP during telogen, or matrix and DP during anagen. Region II is the bottom region of the HF, hence it constantly moves in association with HF growth. Computationally, Region II is located at $\left[h\,\left(t\right),h\,\left(t\right)+d_{\text{II}}\right]$, where h⁢(t) marks the bottom tip of the HP. We have the following relation: $h_{\min}=h_{I}-d_{I\,I}$. Equations for activators and inhibitors The dynamical system consists of the diffusion of activator (${\text{Act}}_{L}$) and inhibitor ligands (${\text{Inh}}_{L}$), the reactions between ligands and receptors of the same species, where ${\text{Act}}_{R}$/${\text{Inh}}_{R}$ denotes the free activator/inhibitor receptors; and ${\text{Act}}_{L\,R}$/${\text{Inh}}_{L\,R}$, which denotes the activator/inhibitor ligand-bound receptors. We assume that the total amount of free and bound receptors for either activator or inhibitor are preserved at any z-level, i.e.,

$$\left[{\text{Act}}_{R}\right]\,\left(z;t\right)+\left[{\text{Act}}_{L\,R}\right]\,\left(z;t\right)\equiv R_{\text{tot}}^{A},\left[{\text{Inh}}_{R}\right]\,\left(z;t\right)+\left[{\text{Inh}}_{L\,R}\right]\,\left(z;t\right)\equiv R_{\text{tot}}^{I}$$

The dynamical system includes the following equations: 1. Two stochastic PDEs on the whole computational domain [Z,0], depicting the production (in region II) and the diffusion of the ligands, and their binding to corresponding receptors (in region I):

∂∂t[ActL](z,t)=DA∂2∂z2[ ActL]⏟diffusion+IA(h(t))δII(z)⏟production(1)+[−konA[ActL](RtotA−[ActLR])+koffA[ActLR]]δI(z)⏟reaction∂∂t[InhL](z,t)=DI∂2∂z2[InhL]+II(h(t))δII(z)(2)+[−konI[InhL](RtotI−[InhLR])+koffI[InhLR]]δI(z)

where $\delta_{\text{I}}$ and $\delta_{\text{II}}$ indicates region I and II:

$$\begin{array}{rlr} \delta_{\text{I}}(z)=\; & \left\{ \begin{array}{ll} 1 & \text{if}\;z\in [h_{\text{I}},h_{\text{I}}+d_{\text{I}}]\\ 0 & \text{otherwise} \end{array}\right. & \\ \delta_{\text{II}}(z;h(t))=\; & \left\{ \begin{array}{ll} 1 & \text{if}\;z\in [h(t),h(t)+d_{\text{II}}]\\ 0 & \text{otherwise} \end{array}\right. & \end{array}$$

Functions $I_{A}\,\left(h\right)$ and $I_{I}\,\left(h\right)$ give the ligand production rates, which will be discussed in Appendix 2-Modeling the production of ligands. 2. Two stochastic ODEs in region I, evaluated at each $z\in \left[h_{I},h_{I}+d_{I}\right]\subseteq \left[h_{\max},0\right]$, depicting the binding reaction between ligands and corresponding receptors, and the degradation of (ligand-bound) receptors:

ddt[ActLR](z;t)= konA[ActL](RtotA−[ActLR])(3)−(koffA+kdegA)[ActLR]+βA+σAddt[InhLR](z;t)= konI[InhL](RtotI−[InhLR])(4)−(koffI+kdegI)[InhLR]+βI+σI

where $\beta_{A}$ and $\beta_{I}$ represent the constant contributions due to the reactions between the ligands produced from and receptors located at region I, or any extra sources that may be added to the system; $\sigma_{A},\sigma_{I}$ are noise terms. In our simulations, unless specified, we use multiplicative noise, that is

$$\sigma_{A}=\lambda_{A}[{\text{Act}}_{LR}]\frac{d\omega }{dt},\;\sigma_{I}=\lambda_{I}[{\text{Inh}}_{LR}]\frac{d\omega }{dt},$$

where $\lambda_{A},\lambda_{I}$ are the noise strength, and d⁢t is the time step. 3. Boundary conditions for PDEs:

(5)At z=Z:[ActL]≡0,[InhL]≡0(6)At z=0:∂∂z[ActL]=0,∂∂z[InhL]=0

The parameter values related to the above equations are given in Appendix 2—table 1, temporal and geometric parameter values used in simulations are given in Appendix 2—table 3. Modeling HF phases by concentration difference Let Δ be the difference of the average of $\left[{\text{Act}}_{L\,R}\right]$ and $\left[{\text{Inh}}_{L\,R}\right]$ in region I:

(7) $$\begin{array}{ll} \Delta (t) & =\int \;-\;-[{\text{Act}}_{LR}]dz-\int \;-\;-[{\text{Ihn}}_{LR}]dz\\ & =\frac{1}{d_{\text{I}}}\int_{h_{\text{I}}}^{h_{\text{I}}+d_{\text{I}}}[{\text{Act}}_{LR}](z;t)\;dz-\frac{1}{d_{\text{I}}}\int_{h_{\text{I}}}^{h_{\text{I}}+d_{\text{I}}}[{\text{Inh}}_{LR}](z;t)\;dz \end{array}$$

Modeled HF growth relies on Δ⁢(t), subject to the following rules: during telogen, HF rests at its minimum length, meanwhile Δ progressively increases; once Δ exceeds a certain threshold $\Delta_{+}$ at very late telogen, the activator senses it and amplifies its own production (i.e. positive feedback). The latter results in a quick increase in Δ, which in turn induces anagen initiation and HF growth toward its maximal length. At that point in time, inhibitor starts to accumulate while activator degrades, leading to a decrease of Δ. Once Δ deceases back to $\Delta_{-}=0$ (i.e., activator and inhibitor levels balance out), HF starts to involute toward its original minimal length. In other words, HF completes its cycle and returns to telogen (Appendix 2—figure 2). There are two critical time points associated with these dynamics: $t^{+}$, the moment when Δ reaches $\Delta_{+}$ and activator production amplifies; and $t^{-}$, the moment of anagen termination, when Δ decreases back to $\Delta_{-}$. On these bases, we divided modeled hair growth cycle into two phases: the period from a $t^{+}$ to its following $t^{-}$ and referred to as ∼*anagen*, which includes very late competent telogen (C) and the full of anagen — both propagating (P) and autonomous anagen (A); and the period from a $t^{-}$ to the next $t^{+}$ is referred to as ∼*telogen*, which includes catagen (Cat), refractory (R) telogen and most of competent telogen (Appendix 2—figure 2). Modeling the production of ligands The production rates of ${\text{Act}}_{L}$ and ${\text{Inh}}_{L}$ are modeled in relative to the follicle growth h⁢(t) based on experimental observation presented in Appendix 2—table 4, where we qualitatively evaluate the activity strengths of activator/inhibitor ligands (L), antagonists (A), receptors (R), and ligand-bound receptors (LR), in region I and region II during different phases within a full HF cycle. We simplify our model by eliminating the antagonist (A in Appendix 2—table 4), and estimate the *net* ligand production rate using the following formula:

(8) $$\text{Net Production Rate = }\;L-\frac{A+LR}{2}$$

where the values of L, A and LR are from Appendix 2—table 4, depending on the phase of hair growth. Appendix 2—figure 3A shows the temporal pattern estimated from the above equation, produced by data from Appendix 2—table 4. The production rates of activator ($I_{A}$) and inhibitor ($I_{I}$) are given by the following equations:

(9)IA(h)= {αA+,1−hmax+h−hmax+hmin+αA+,0t+≤t<t−αA−t−≤t<next t+(10)II(h)= αI0+αI1|h|

Appendix 2—figure 3B is produced from Appendix 2-Equations (9, 10). Comparing Appendix 2—figure 3A with Appendix 2—figure 3B, we see that they follow a similar pattern, suggesting that our modeling design of Appendix 2-Equations (9, 10) is reasonable. The parameter values are given in Appendix 2—table 5. Modeling of HF growth h⁢(t) gives the location of the bottom tip of the follicle, thus -h⁢(t)=|h⁢(t)| gives the length of the follicle. h⁢(t) is modeled as follows, with parameter values given in Appendix 2—table 5: 1. A follicle has a minimum length $-h_{\min}=-h_{\text{I}}+d_{\text{II}}$ (i.e., the length of the follicle during telogen): $h\,\left(t\right)\leq h_{\min}$. 2. Upon $t^{+}$, the follicle starts growing:

(11) $$\frac{d}{dt}h(t)=-H^{+}(t-t^{+}{)}^{m_{+}}$$

3. When the follicle grows to the maximum length $-h_{\max}$, the follicle stops growing. 4. Upon $t^{-}$, the follicle dies:

(12) $$\frac{d}{dt}h(t)=H^{-}(t-t^{-}{)}^{m_{-}}$$

until it returns to the minimum length $-h_{\min}$. For illustration of modeling of h, please see Appendix 2—figure 1 and 2. 2-dimensional (2D) and 3-dimensional (3D) HF models The dynamics of 2D and 3D HF models are the same as the 1D HF model; however, in the 1D model we are considering a single HF in a computation domain of [Z,0], whereas in the 2D and 3D models we consider an array of HFs in a computation domain of [0,X]×[Z,0] (Appendix 2—figure 4A) and of [0,X]×[0,Y]×[Z,0] (Appendix 2—figure 4B), respectively. The diffusion terms in Appendix 2-Equations (1, 2) will switch to:

$$\frac{\partial^{2}}{\partial z^{2}}\to \Delta =\left\{ \begin{array}{ll} \frac{\partial^{2}}{\partial x^{2}}+\frac{\partial^{2}}{\partial z^{2}} & \text{in 2D}\\ \frac{\partial^{2}}{\partial x^{2}}+\frac{\partial^{2}}{\partial y^{2}}+\frac{\partial^{2}}{\partial z^{2}} & \text{in 3D} \end{array}\right.$$

The boundary conditions at z=0 and z=Z are the same as Appendix 2—Equations (5,6). In 2D model, we apply *no leak* boundary conditions on x=0,X:

$$\text{At }\;x=0,X:\;\frac{\partial }{\partial x}[{\text{Act}}_{L}]=\frac{\partial }{\partial x}[{\text{Inh}}_{L}]=0$$

In 3D model, we apply *periodic* or *no leak* boundary conditions on x=0,X, and *no leak* boundary conditions on y=0,Y, depending on the detailed model. For example, when we apply periodic and no leak boundary conditions on x=0,X and y=0,Y, respectively, we have:

$$\begin{array}{rll} \left[{\text{Act}}_{L}\right](x=0,y,z;t) & =\left[{\text{Act}}_{L}](x=X,y,z;t\right) & \\ \left[{\text{Inh}}_{L}\right](x=0,y,z;t) & =\left[{\text{Inh}}_{L}](x=X,y,z;t\right) & \\ \text{At }y=0,Y: & \;\frac{\partial }{\partial y}[{\text{Act}}_{L}]=\frac{\partial }{\partial y}[{\text{Inh}}_{L}]=0 & \end{array}$$

Parameter values used in 2D and 3D simulations are given in Appendix 2—table 1 - 3, 5. Numerical methods In 1D and 2D model, we use implicit finite difference to discretize the diffusion term and forward Euler methods to discretize the production and reaction terms. For example, the discretized equation of Appendix 2-Equation (1) is in the form of

(13) $$\frac{u_{n}^{m+1}-u_{n}^{m}}{\Delta t}-D_{A}\frac{u_{n+1}^{m+1}-2u_{n}^{m+1}+u_{n-1}^{m+1}}{\Delta z^{2}}=f_{n}^{m}$$

where $u_{n}^{m}$ stands for ${\left[{\text{Act}}_{L}\right]}_{n}^{m}$, and f represents the production and reaction terms in Appendix 2-Equation (1). It is unconditionally stable, and the truncation error is $O\,\left(\Delta \,t\right)+O\,\left(\Delta \,x^{2}\right)$ in 1D, or $\delta ∼O\,\left(\Delta \,t\right)+O\,\left(\Delta \,x^{2}\right)+O\,\left(\Delta \,y^{2}\right)$ in 2D. In 3D model, implicit finite difference method is not practical, since it requires solution of a system of $N_{x}\times N_{y}\times N_{z}$ equations. Instead we use explicit finite difference method. The truncation error is $\delta ∼O\,\left(\Delta \,t\right)+O\,\left(\Delta \,x^{2}\right)+O\,\left(\Delta \,y^{2}\right)+O\,\left(\Delta \,z^{2}\right)$. To make this method stable, we require that

$$\nu =D\Delta t(\frac{1}{\Delta x^{2}}+\frac{1}{\Delta y^{2}}+\frac{1}{\Delta z^{2}})\leq \frac{1}{2}$$

For the discretization parameter values we used in simulations (Appendix 2—table 3), we have ν∼0.13, which satisfies the stability requirement. Effects of noise on HF dynamics As we discussed in the main text, cycling occurs only within a range of signal strengths (Figure 1C, white region), and when activator/inhibitor signals are either too strong or too weak (Figure 1C, grey regions), HF reaches a stable equilibrium state and fails to cycle. When inhibitor is very strong or activator is very weak, the signal difference threshold required for spontaneous excitation cannot be reached (Appendix 2—figure 5A), and HF equilibrates in a prolonged telogen-like state. On the other hand, when inhibitor is very low, it fails to catch up with the activator, and HF equilibrates in a prolonged anagen-like state instead (Appendix 2—figure 5B). Within the excitable region on which the HF can cycle, we used noise-free model to show the effects of signal levels on ∼*anagen* and ∼*telogen* lengths: higher inhibitor level results in shorter ∼*anagen* and longer ∼*telogen* (Figure 1C, yellow and magenta lines). Qualitatively similar results were also obtained in the stochastic regime with multiplicative noise in both activator and inhibitor signaling (Appendix 2—figure 6A). We investigate how noise in signaling might affect the HF growth by adding multiplicative noise with different strengths in both activator and inhibitor signaling. Simulations show that strong signaling noise shortens the average length of both ∼*anagen* and ∼*telogen*, and at the same time, increases their variability (Appendix 2—figure 6B). This is interesting, although not surprising, because both ∼*anagen* and ∼*telogen* checkpoints are largely determined by the differential level between the activator and inhibitor signals. Stronger noise is likely to increase the probability of the signal reaching the critical differential level, advancing HFs to the next phase - an irreversible process. Next we repeat the above simulations with additive noise instead. With additive noise added to both activator and inhibitor LR equations, ∼*anagen* is shortened while ∼*telogen* is extended, the same as Appendix 2—figure 6A Appendix 2—figure 6B. However, the change of Std of additive noise is not as much as when it is from multiplicative noise (Appendix 2—figure 6C,D). On the other hand, for medium inhibitor level but different noise strength, stronger additive noise also leads to shorter ∼*anagen* and ∼*telogen*, but the change is not as large as it is for multiplicative noise - mostly due to the reason that we choose same noise strength $\lambda_{A}$ and $\lambda_{I}$ for both multiplicative and additive noise to make a comparison, in which case multiplicative noise would cause bigger effects on the activator and inhibitor levels. Finally we would like to point out that we use multiplicative noise in all 2D and 3D simulations. However, if additive noise is adopted instead, the results will not change essentially. For example, we repeat the simulation of interaction between dorsal and ventral HF waves with additive noise having strength $\lambda_{A}=\lambda_{I}=0.05$. Similar to that with multiplicative noise (Figure 2F), interaction between dorsal and ventral HF waves last for two cycles, then breaks into more stochastic waves with bilateral symmetry (Appendix 2—figure 7). Changes in the total amount of activator and inhibitor receptors results in different sensitivity of ∼*anagen* and ∼*telogen* lengths to signaling changes While higher inhibitor levels or lower activator levels always result in shorter ∼*anagen* and ∼*telogen*, we find that by altering certain background parameter values, HF may achieve different sensitivity to such signal changes. One such pair of parameters we find is the total amount of activator and inhibitor receptors ($R_{\text{tot}}^{A}$ and $R_{\text{tot}}^{I}$). We investigate ∼*anagen* and ∼*telogen* lengths with either both low amounts of activator and inhibitor receptors ($R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=6$), or both high amounts ($R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=60$). The result is shown in Appendix 2—figure 8. First, under the same signaling levels, high $R_{\text{tot}}^{A}$ and $R_{\text{tot}}^{I}$ always result in both short ∼*anagen* and ∼*telogen*. This difference between receptor levels in ventral and dorsal domains was used in the 3D modeling of HF wave interactions across dorsal and ventral domains (see Appendix 2-Dorsal and ventral HF patterns); as shown by experimental observations, ventral HFs have both shorter anagen and telogen than dorsal HFs. Next, these two modeling HF types also show different sensitivity to inhibitor signaling changes. When the receptor levels are both low, both ∼*anagen* and ∼*telogen* phases react more dramatically to changes in signaling (Appendix 2—figure 8A,B, solid bars). For instance, after the same net increase in the inhibitor ligand value, simulated ∼*anagen* phase decreased by ∼16 days and ∼*telogen* phase increased by ∼23.8 days under low $R_{\text{tot}}^{A}$ and $R_{\text{tot}}^{I}$ regime. However, under high $R_{\text{tot}}^{A}$ and $R_{\text{tot}}^{I}$ regime, ∼*anagen* phase decreased by ∼6.4 days and ∼*telogen* phase increased by ∼14.8 days. Appendix 2—figure 8C,D exemplifies changes in activator/inhibitor LR profiles and accompanying changes in HF growth dynamics under low $R_{\text{tot}}^{A}$ and $R_{tot}^{I}$ regime, while Appendix 2—figure 8E,F under high $R_{\text{tot}}^{A}$ and $R_{\text{tot}}^{I}$ regime. Based on this, we speculate that higher $R_{\text{tot}}^{A}$ and $R_{\text{tot}}^{I}$ abundance confers HFs with better ability to read out signal changes, and increases the robustness of ∼*anagen* and ∼*telogen* durations. We also explore all four possible combinations of low vs. high activator and inhibitor profiles. From the results in Appendix 2—figure 9 we see that each combination gives different ∼*anagen* and ∼*telogen* lengths, and that each combination results in different sensitivity to inhibitor level changes. Possible interactions between the activator and inhibitor pathways do not qualitatively alter the HF dynamics In our model the temporal patterns of activator and/or inhibitor ligand activities are dependent on HF growth, which is based on experimental observation. This is a phenomenological description, part of which may come out from any interaction between the pathways. Recently, Kandyba et al. (2013) discovered the inhibition from BMP (inhibitor) to WNT (activator); other than this, so far there is no solid support that other interactions between activator and inhibitor exist. We incorporate this inhibitory interaction into our model in two ways: 1. the inhibitor LR inhibits the ligand-receptor binding of activator (Appendix 2—figure 10A):

(14) $$\frac{d}{dt}[{\text{Act}}_{LR}](t)=\frac{k_{\text{on}}^{A}[{\text{Act}}_{L}](R_{\text{tot}}^{A}-[{\text{Act}}_{LR}])}{1+(a[{\text{Inh}}_{LR}]{)}^{m}}-(k_{\text{off}}^{A}+k_{\text{deg}}^{A})[{\text{Act}}_{LR}]+\beta_{A}+\sigma_{A}$$

or 2. the inhibitor ligands inhibits the production of activator ligands (Appendix 2—figure 10B):

(15) $$I_{A}\to \frac{I_{A}}{1+{\left(a\,\left[{\text{Inh}}_{L}\right]\right)}^{m}}$$

However, in either way, please be aware that the original model which gives the phenomenological description already involves possibly existing interactions, and adding such an inhibitory feedback only enhances the effect. In either Appendix 2-Equation (14) or (15), we run simulations with $m=2,\beta_{I}=-4$ for a wide range of a, where small/large a corresponds to weak/strong inhibition of the inhibitor (BMP) to the activator (WNT), with a=0 indicating that the inhibition does not exist, and the dynamics return to Appendix 2-Equation (1-4). Simulation results show that in either mode of inhibition, ∼*anagen* length will decrease and ∼*telogen* length will increase. (Appendix 2—figure 10C,D). Moreover, as the inhibition becomes stronger, ∼*anagen* length quickly reaches a minimum (Appendix 2—figure 10C,D, green lines); however, ∼*telogen* length increases gradually (Appendix 2—figure 10C,D, red lines). Observing the dynamical patterns of HF growth and activator and inhibitor LR, we find that when the inhibition is extremely strong, the inhibition of the inhibitor to the activator push the activator LR almost flat (Appendix 2—figure 10E, green line), while the inhibitor LR still shows the hill-valley pattern (Appendix 2—figure 10E, red line). When the activator is inhibited, a single HF is still able to present three dynamic regimes upon changes of signal levels: an excitable one and two equilibrium ones, the same as in Figure 1C. Appendix 2—figure 10F gives the profile of the excitable regime, from which we see that the dynamics react to inhibitor levels in a same way as before, with the only difference that the excitable regime requires a weaker inhibitor level now: $\beta_{I}\in \left[-13,-4\right]$ with the inhibitory feedback in L-R binding with a strength a=10, compared to $\beta_{I}\in \left[-9,0.5\right]$ without any feedback (Figure 1C). 2D and 3D modeling details Dorsal and ventral HF patterns It is observed on mouse dorsal skin that during the first 2-to-3 cycles, synchronized anagen waves propagate from head to tail, followed by more spontaneous, asynchronous waves from the fourth cycle onwards, while still showing some bilateral symmetry. To study the cause of such patterns, we propose four scenarios. The first three of them consider a uniform HF domain simulating the dorsal domain only, and they are simulated by both the 2D and 3D models. The fourth scenario involves interactions between different HF domains: that is simulating the interactions between dorsal and ventral domains; hence, it is only simulated in the 3D model. Below we list certain modeling details of the 3D simulations, with the 2D simulations designed in similar ways: 1. Consider only the dorsal domain, where all HFs have equal probability of anagen initiation. To simulate this scenario, we consider on a 60×100 domain, we add multiplicative noise terms $\sigma_{A}$ and $\sigma_{I}$ ($\lambda_{A}=\lambda_{I}=0.035$) to the activator and inhibitor LR Appendix 2-Equations (3, 4) (Appendix 2—figure 11 for 2D, Appendix 2—figure 12 and Appendix 2—video 1 for 3D simulation). In this case, we see spontaneous HF waves from the very first cycle without any bilateral symmetry. 2. Consider only the dorsal domain, where HFs near the head have higher built-in levels of activator signaling. Again we simulate this scenario on a 60×100 domain, adding multiplicative noise terms $\sigma_{A}$ and $\sigma_{I}$ ($\lambda_{A}=\lambda_{I}=0.02$) to the activator and inhibitor LR Appendix 2-Equations (3, 4). To simulate the built-in high level of activator near head, for all HFs on the top row (y=100), we give them constant increase in their activator production ($I_{A}\to I_{A}+50$). In addition, we set a small threshold $\Delta_{+}$ ($\Delta_{+}=1.8$) for anagen activation (Appendix 2—figure 13, Appendix 2—video 2). In this case, wee see highly successive wave patterns steadily propagate from head to tail, which may last for many cycles. This scenario is referred to as 'target pattern' (Murray et al., 2012). 3. Consider only the dorsal domain, where HFs near the head have built-in temporal phase advancement. To simulate this scenario, for all HFs on the top row (y=100), we give a one time increase (at t=0.1) in the activator production ($I_{A}\to I_{A}+3000$). The noise terms are the same as in the first scenarios ($\lambda_{A}=\lambda_{I}=0.035$). In both 2D and 3D simulations, the first few waves steadily propagate from head to tail (Appendix 2—figure 14 for 2D, Appendix 2—figure 15 and Appendix 2—video 3 for 3D simulations). Spontaneous initiations gradually show up in later waves. However, the initial head-to-tail wave pattern persists for at least 10 consecutive cycles despite constant disruption from spontaneous initiations, which violates biological observation where the steady head-to-tail pattern breaks down as early as the third wave. Moreover, 3D simulation shows no bilateral symmetry. 4. Finally we consider the scenario where dorsal HFs interact with ventral HFs, where dorsal HFs near the head have built-in temporal phase advancement than other dorsal HFs. Moreover, the first anagen entrance of ventral HFs occurs later than in dorsal HFs, and ventral HFs have shorter anagen and telogen phases. We consider a 100×100 domain, where the 60×100 area in the middle is to simulate the dorsal domain, with its HFs having less available receptors ($R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=15$) resulting in longer anagen and telogen; the two side-domains, each with a size of 20×100 simulate the ventral domain, which flank the dorsal domain and are connected via periodic boundary condition, and HFs in them have more available receptors ($R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=50$). In the beginning, for all HFs on the top row in the dorsal domain (20≤x≤80,y=100), we give a one time increase in the activator production ($I_{A}\to I_{A}+1000$), and we block the growth of ventral HFs by setting all HF length $h=h_{\text{min}}$ in these areas during t≤14. Multiplicative noise terms $\sigma_{A}$ and $\sigma_{I}$ ($\lambda_{A}=\lambda_{I}=0.02$) are added to the activator and inhibitor LR Appendix 2-Equations (3, 4). In this case, we see wave patterns similar to those in our biological observations, shown in Figure 2F and Appendix 2—video 4 and discussed in the main text. Hyper-refractory domain In studying the ear pinna skin behaving as hyper-refractory HF domain, we model two phenomena: 1) the high level of inhibitor in ear skin results in hair cycling termination, and HFs equilibrate in an extended telogen; 2) anagen waves spreading from dorsal skin could not propagate into the ear skin due to its hyper-refractory state. We model the first phenomenon on a 100×100 domain, with parameter values given in Appendix 2—table 1 (3D dorsal column), 1 and 5, except $\Delta^{+}=3$, $\lambda_{A}=\lambda_{I}=0.05$, $\alpha_{I}^{1}=22$ and

(16) $$\beta_{A}(t)=2+\frac{1.8}{t+0.2}$$

Noise is able to randomly initiate the first HF growth cycle, but the high inhibitor levels prevent HF wave propagating, and no other HF cycles appear, HFs stay in an extended telogen (Appendix 2—figure 16). For the second phenomenon, that is no HF wave propagating from dorsal skin into the ear skin, we model on a 100×100 domain. Parameter values are given in Appendix 2—table 1 3D Dorsal column, with $\lambda_{A}=\lambda_{I}=0.02$, and the region [30,70]×[30,60] and with elevated inhibitor level ($\alpha_{I}^{0}=2$ in this region) to simulate the ear skin, while the other part the dorsal domain. We stimulate a top-to-bottom HF wave by giving a one-time increase (at t=0.1) in the activator ligand production in the top row ($I_{A}\to I_{A}+1000$ at y=100). We see steady HF wave propagate through the dorsal region for several cycles along with stochastic initiations; however, no HF wave is able to propagate into the ear skin (Appendix 2—figure 17). Wave breaker Hairless skin domains and physical breaks in the skin can break homogenous wave spreading. To model this wave-breaker phenomenon, we consider a 100×100 domain to simulate the Cranial domain, with parameter values given in Appendix 2—table 1 (the 3D dorsal column), 3 and 5, with $\lambda_{A}=\lambda_{I}=0.02$. The [30,72]×[56,60] region is 'cut-off' (Figure 7A, black region), that is no HF growth permitted and no molecules are allowed to diffuse into this region. Additionally, we apply no-slip boundary conditions to the four boundaries of this strip. We stimulate the top row of HF growth at the beginning of the simulation by giving it a short-time increase in activator production (for 0≤t≤0.1, set $I_{A}\to I_{A}+400$ for y=100), which creates a steady HF wave propagating from top to bottom. The ‘eyelid' region breaks the wave propagation, creating the distortion-like effect which is particularly clear during the first few cycles. In comparison, we also model another wave-breaker scenario: while still no HF growth is allowed in the wave-breaker region, molecules are allowed to diffuse into this region. This might be a similar scenario to a skin where a part of it has the HF growth impaired. We block the HF growth in this region by setting $h\,\left(t\right)\equiv h_{\min}$ at all times. Other parameter values are the same as in the previously described scenario. Simulation results show that such a growth-impaired region also creates a distortion-like effect which is quite similar to the 'eyelid' simulation results (Appendix 2—figure 18). Sensitivity test of parameters In this part, we test the sensitivity of several crucial parameters in our model. Threshold $\Delta_{+}$ At single HF level, $\Delta_{+}$ has great effect on ∼*telogen* length, but little effect on ∼*anagen* length. For instance, whereas increasing $\Delta_{+}$ greatly increases ∼*telogen* length, it slightly increases ∼*anagen* length (Appendix 2—figure 19). For different values of $\Delta_{+}$, increasing inhibitor level will always result in shorter ∼*anagen* and longer ∼*telogen*, although to different extents (Appendix 2—figure 20). Threshold $\Delta_{-}$ On the other hand, at the single HF level, increasing $\Delta_{-}$ greatly decreases ∼*anagen* length while slightly decreasing ∼*telogen* length (Appendix 2—figure 21). For different values of $\Delta_{-}$, increasing inhibitor level will always result in shorter ∼*anagen* and longer ∼*telogen*, although to different extents (Appendix 2—figure 22). Growth parameters $H^{+},H^{-},m_{+},m_{-}$ Parameters $H^{+},m_{+}$ determine the growth rate of a HF during phase P, while $H^{-},m_{-}$ determine its degeneration rate during catagen. The HF dynamics are not sensitive to these parameters. With fixed activator and inhibitor levels, changing either of these four parameters have little effect on ∼*anagen*/∼*telogen* length (Appendix 2—figure 23). Increasing inhibitor level will always result in shorter ∼*anagen* and longer ∼*telogen*, and the pattern does not change much under different values of these parameters (Appendix 2—figure 24). Maximum HF growth length $h_{\max}$ At the single HF level, increasing $h_{\max}$ will decrease ∼*telogen* length, with a relatively slight effect on ∼*anagen* length (Appendix 2—figure 25). For different values of $h_{\max}$, increasing inhibitor level will always result in shorter ∼*anagen* and longer ∼*telogen*, although to different extents (Appendix 2—figure 26). At HF wave level, we test the effect of $h_{\max}$ in noise-free 3D model on a 60×100 domain, with parameter values given in Appendix 2—table 1 (3D dorsal column), 3 and 5, except $\lambda_{A}=\lambda_{I}=0$, and $\Delta_{+}=2.6$ or 2.7 as shown above. At t=0.1, we give a one time increase in the activator production ($I_{A}\to I_{A}+3000$) for all HFs on the top row (y=100) to generate steady head-to-tail HF waves. We tracked the time when the second HF wave reaches y=60 and y=40 (denoted as $T_{60}^{2}$ and $T_{40}^{2}$); when it leaves y=40 (denoted as ${\bar{T}}_{40}^{2}$); and when the third HF wave reaches y=40 (denoted as $T_{40}^{3}$). We measured the wave speed, wave interval and wave length in the following way:

$$\begin{array}{rlr} WaveSpeed= & \;\frac{20}{T_{40}^{2}-T_{60}^{2}} & \\ WaveInterval= & \;T_{40}^{3}-T_{40}^{2} & \\ WaveLength= & \;\text{WaveSpeed}\cdot ({\bar{T}}_{40}^{2}-T_{40}^{2}) & \end{array}$$

for different values of $h_{\max}$. Simulation results show that longer HF (i.e., larger $\left|h_{\max}\right|$) results in a longer wave interval and a wider wave, but the wave speed is hardly affected (Appendix 2—figure 27). Total available receptors $R_{\text{tot}}^{A}$ and $R_{\text{tot}}^{I}$ As we discussed in section Section 5, the total amount of activator and inhibitor receptors results in different ∼*anagen* and ∼*telogen* lengths, and we use this property to model the difference between dorsal and ventral HFs. In Figure 2F, the dorsal-ventral interaction is simulated with $R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=15$ for the dorsal and $R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=50$ for the ventral domains, which leads to an interaction lasting for 2–3 cycles. To test the effects of $R_{\text{tot}}^{A}$ and $R_{\text{tot}}^{I}$ on the dorsal-ventral interaction behavior, we keep $R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=15$ for the dorsal while using $R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=20,30,40$ for the ventral domain. Simulations show that with $R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=20,30,40$ for the ventral domain, the HF wave interactions during the first 3 cycles are similar to Figure 2F where $R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=50$ for the same domain. However, during later cycles, with large ventral $R_{\text{tot}}^{A}$ and $R_{\text{tot}}^{I}$, there is clearly a delay between ventral and dorsal HF wave development (Appendix 2—figure 28, 29, 30). Comparison with FitzHugh-Nagumo (FHN) model The FitzHugh-Nagumo model is a 2D model that describes an excitable medium, and it has also been used in the study of HF behavior (Murray et al., 2012). Below we provide a detailed comparison between the FHN model and our model. While there are many similarities between the two models in predicting experimental observations, we do find there are several important differences between them at both single and population HF levels. The codes and parameters of the FHN model are based on the original ones from Murray et al. (2012). Single HF Main differences between our model and the FHN model at the single HF level: 1. FHN model cannot predict reasonable anagen and telogen times as observed in experiment. Plikus et al. (2008b) reported 14 and 28 days for anagen and refractory telogen for WT mice, respectively, while competent anagen may vary in the range of 0–60 days. It is reported in Murray et al. (2012) that such a time scale cannot be reached: '…in order for the proposed model to yield stochastic excitations at a rate in agreement with observations we find that Tc (competent telogen time) in the model must be of the order of $10^{5}$ days…' 'A notable feature of our simulations is that competent telogen times must be of the order of $∼10^{5}$ days such that the frequency of stochastic excitations across a population of follicles is comparable to the population scale patterns measured by Plikus et al. However, at the single follicle scale Plikus et al. have measured competent telogen times in the range of 0–60 days. In fact, when we used these much shorter competent telogen times the simulations are dominated by stochastic excitations in a manner inconsistent with population scale measurements from wild-type mice (data not shown).' However, we would like to point out that Chen et al. (2014) use the FHN model and reach biologically observed time scales, as shown in Chen et al. (2014), with a specific choice of parameters, the authors reach $T_{P\,A}$ (propagating anagen) ∼15 days, $T_{R}$ (refractory telogen) ∼30 days and $T_{C}$ (competent telogen) ∼10 days. However, we fail to reproduce their results without further information about parameter values. Moreover, to reach such a state it needs to sacrifice the sensitivity of telogen length - in particular, that of competent telogen length - with respect to the change of activator level. 2. The dynamics of the FHN model are either periodic or excitable. In the periodic regime there is no competent telogen phase, while in the excitable regime sustained excitability relies on noise or exogenous activating factors, which makes the competent telogen too sensitive to certain core parameters. Our model, however, in its periodic dynamics provides competent telogen with variable length, and noise and/or external factors affect the length of different phases instead of determining the system moves on to the next cycle. In the FHN model, when the nullcline $\dot{w}=0$ intersects with the other nullcline $\dot{v}=0$ in its first piece, that is $v_{ss}\;<\;v_{0}$, which is the scenario shown in Appendix 2—figure 31A, the system becomes an excitable medium. This is the scenario discussed in Murray et al. (2012), and to end the competent telogen, the noise has to be strong enough to pass over the threshold (Appendix 2—figure 31B). For such an excitable scenario, the mean time spent in competent telogen is estimated by Murray et al. (2012). When the noise is not strong enough, the system will stay in competent telogen for a long time. In contrast, when the inhibitor nullcline $\dot{w}=0$ intersects the activator nullcline $\dot{v}=0$ in its second piece (Appendix 2—figure 31C), that is $v_{0}<v_{ss}<v_{1}$, the system will deterministically undergo cycles, since there is no more threshold to pass over that relies on the help of noise. Appendix 2—figure 31D shows the deterministic trajectory (black line) which clearly goes in cycles, unlike the stochastic trajectory in Appendix 2—figure 31B which has to wait in competent telogen for a long time waiting for excitation. To study a HF system with all four phases (PARC) using the FHN model, it has to be in the excitable regime and depend on noise and/or external factors to get the system excited. In contrast, most simulations of our model are done in the periodic regime, which also provide the competent regime that is missing from a periodic FHN model. In addition, the length of the competent regime in the periodic regime of our model can vary a lot, allowing noise greatly to adjust the length of different phases (Figure 1C). 3. Subjected to changes in the activator/inhibitor production rate (I/J), in FHN model refractory telogen reacts differently to experimental observations, while competent telogen acts too sensitively. Plikus (2012) showed that anagen, refractory and competent telogen lengths change associated to activator and/or inhibitor level changes. Such an activator/inhibitor level change can be simulated via changes of activator/inhibitor production rate I/J, or the positive feedback in the activator pathway $\alpha_{1}$ — the latter will be discussed later. Regarding change of I, we did not find published data. For change of J, as is pointed out in Murray et al. (2012) or shown in Chen et al. (2014), 'a notable feature of the (FHN) model is that a decrease in the parameter J does not yield the reduced refractory telogen times observed by Plikus et al.' We reproduced the phase time to I/J relation using FHN model based on parameter values provided in Murray et al. (2012), shown in Appendix 2—figure 32 for different values of $\alpha_{1}$. When the positive feedback in the activator pathway $\alpha_{1}$ is not too low, refractory telogen length (dashed line, $T_{R}$) barely changes with activator/inhibitor production rate change I/J (Appendix 2—figure 32B,C,E,F), which is stated in Murray et al. (2012) and against experimental observations. For small $\alpha_{1}$, refractory telogen length increases as activator production rate increases (Appendix 2—figure 32A) and decreases as inhibitor production rate increases (Appendix 2—figure 32D), also against biological observations. Competent telogen length (dash-dot line, $T_{C}$) reacts dramatically to activator/inhibitor production rate changes: it decreases from the order of $10^{4-5}$ down to 0 quickly as I increases (Appendix 2—figure 32A,B,C) or as J decreases (Appendix 2—figure 32D,E,F). The change rate of $T_{C}$ is affected by the value of $\alpha_{1}$: with bigger $\alpha_{1}$ (Appendix 2—figure 32C,F) the change rate is slightly milder comparing to extremely abrupt change when $\alpha_{1}$ is small (Appendix 2—figure 31A,D). In fact, indicating by Appendix 2—figure 32, only within a small window of (I,J) could $T_{C}$ stay in a reasonable scale. Although the reaction trends coincide with experimental observations – $T_{C}$ decreases as I increases or J deceases; however, it might be too sensitive to changes of I and/or J, comparing to a reasonable change of $T_{P\,A}$. If we restrict to the small window of (I,J) where $T_{C}$ behaves reasonable, then $T_{P\,A}$ reacts too insensitive to changes in I and/or J. 4. The FHN model is unable to reach an extended anagen scenario. Our model gives two equilibrium regimes besides the excitable regime (Figure 1C): one relates to extended telogen achieved with high inhibitor or low activator level (Appendix 2—figure 5A), which can also be achieved in FHN model; however, the other equilibrium regime relates to extended anagen achieved with low inhibitor or high activator level (Appendix 2—figure 5B), this scenario may explain phenomena such as human scalp hair anagen, which can last for years, or the long hair observed in angora rabbits. The FHN model is unable to simulate such an extended anagen scenario. 5. In order to reach both short anagen and telogen in the FHN model, it needs many parameter values changed, while in our model we can easily achieve this state by changing one or two parameters. Thus, our model is a convenient tool to model the interactions between dorsal and ventral domains. In vivo experiments support fast hair cycle dynamics in the ventral domain, more specifically, ventral HFs are short in both anagen and telogen lengths. While in both the FHN and our model we discover parameters that result in short anagen and long telogen (or vice versa), in our model we also have parameters that can be modified to alter anagen and telogen length, $R_{\text{tot}}^{A}$ and $R_{\text{tot}}^{I}$ (Appendix 2—figure 8, 9), or $h_{\max}$ (Appendix 2—figure 25). In contrast, in the FHN model we do not know if by adjusting one or two parameters we could obtain such a fast cycling HF type. This directly affects the simulation of the interaction between ventral and dorsal domains. Below are some similarities between the FHN model and our model at a single HF level: 1. Subjected to changes in the activator/inhibitor production rate (I/J), anagen length reacts similar to what is predicted by our model. Despite the noncoincidence of refractory and competent telogen to experimental observations and our model predictions, in FHN model, anagen length increases as activator production rate increases (Appendix 2—figure 32A-C) and decreases as inhibitor production rate increases (Appendix 2—figure 32D-F), which qualitatively coincides with our model predictions. Moreover, the change rate of anagen length to I or J is not greatly affected by the value of $\alpha_{1}$. 2. Anagen/telogen length change subjected to the positive feedback in the activator pathway $\alpha_{1}$ coincides with experimental observations. In the FHN model, if the anagen/telogen length change is adjusted via $\alpha_{1}$ instead of the production rates I/J, the simulation results coincide with experimental observations. However, since in our model there is no direct cross-talk between the activator and inhibitor pathways, there is no way to directly compare the two models regarding such a positive feedback effect. As summarized in Murray et al. (2012), 'increased positive feedback in the activator dynamics results in the observed phenomena of faster activation wavefronts, shorter refractory and competent telogen times, unchanged anagen time, increased spontaneous initiation rates and the emergence of target patterns at the population scale.’ We reproduce the simulation results of phase length to positive feedback ($\alpha_{1}$) relation under different values of I and J, shown in Appendix 2—figure 33. As $\alpha_{1}$ increases, anagen length (solid line, $T_{P\,A}$) increases slightly while refractory telogen length (dashed line, $T_{R}$) clearly decreases; both coincide with experimental observations. Depending on the base values of I and J, competent telogen length shows totally different reactions to changes in $\alpha_{1}$. When J is not high compared to I (Appendix 2—figure 33A-C), the competent telogen length mostly stays at 0, that is, the system dynamics are periodic, absent of competent telogen. On the other hand, when J is relatively high to I, that is, the inhibitor level is high in the system (Appendix 2—figure 33D), competent telogen increases dramatically as $\alpha_{1}$ decreases. That is, in a system where inhibitor level (J) is high, as the positive feedback in the activator pathway ($\alpha_{1}$) gets weaker, the mean time spent for the system waiting to get excited increases extremely fast. However, there are certain values of I and J that allow the system - in particular, competent telogen reacts in a similar way to what is observed experimentally or predicted in our model (Appendix 2—figure 33E,F). In these scenarios, competent telogen length decreases at a rate comparable to that of refractory telogen as $\alpha_{1}$ increases. In Appendix 2—figure 34, we present the nullclines and trajectories in v-w phase corresponding to values of I, J and $\alpha_{1}$ in Appendix 2—figure 33. HF wave Main differences between our model and the FHN model at the HF wave level: 1. In the context of the heterogeneous two-domain model (i.e. dorsal and ventral domains), the dorsal head-to-tail asynchrony resulted from dorsal-ventral interactions breaks down within approximately 2–3 cycles in our model, which is consistent with the biological observations. Similar breakdowns take many more cycles to achieve in the FHN model. Experimental observations show ventral-dorsal interactions leading to dorsal head-to-tail asynchrony in the first 2–3 cycles, which quickly degrade into spontaneous initiations yet possessing bi-lateral symmetry. Our model simulated similar patterns (Figure 2F) - the dorsal head-to-tail asynchrony resulted from dorsal-ventral interactions lasts for approximately 2–3 cycles, after which it turns into spreading waves with centers located on the ventral-dorsal borders showing bilateral , together with spontaneous initiations. Using the FHN model, we see the similar results; however, the dorsal-ventral interaction always lasts for more cycles (Appendix 2—figure 35, dorsal-ventral interactions persists for five cycles). We tried different parameter values but the dorsal-ventral interaction always lasts for more than three cycles, as is observed experimentally or predicted by our model. A possible reason behind this might be that while our model allows us to modulate ∼*anagen* and ∼*telogen* lengths by adjusting $R_{\text{tot}}^{A}$ and $R_{\text{tot}}^{I}$ to approximate ventral HF behavior, that is shorter ∼*anagen* and ∼*telogen*, the FHN model has no easy way to modulate them. Therefore, we have to set HFs in ventral domain to have shorter telogen in sacrifice of slightly longer anagen compared to dorsal HFs. 2. In the wave-breaker simulations, we are able to investigate two scenarios using our model: a physical region cut-off from the HF wave domain (like eyes, ears), or a region permeable to signal molecules with disabled HF growth (by wound, for example). The FHN model is unable to distinguish these two scenarios. Please refer to Appendix 2-Wave breaker, Figure 7A and Appendix 2—figure 18. 3. Experiments also imply ventral HFs are shorter than dorsal HFs, combined with our single HF analysis that within a region, short HF have shorter anagen and telogen (Appendix 2—figure 25), in the future extension of our study, we will investigate the interaction between dorsal and ventral domains characterized by different HF length. The FHN model does not permit for this. 4. In a homogeneous domain with HFs near the head having temporal phase advancement built-in, both models reproduce the head-to-tail hair cycle asynchrony during early cycles, which will degenerate into random initiations with no bilateral symmetry (Appendix 2—figure 14, 15, Appendix 2—video 3, Appendix 2—figure 36). However, the early head-to-tail steady pattern fades quickly in the FHN model while in ours it degenerates gradually. Simulations show that in our model simulations, even after 10 cycles, the wave may still resemble the early head-to-tail pattern. This is because we are sitting in a periodic state with non-zero competent telogen length, and noise is still able to initiate waves allowing the system show excitable properties, and the memory of an early wave pattern can persist through later waves. On the other hand, in the FHN model, the early head-to-tail pattern may be lost as early as the 2nd cycle. Appendix 2—figure 36 shows the time course of a typical simulation by the FHN model, in this simulation, the head-to-tail pattern persists for the first three cycles, while stochastic initiation takes over starting in the fourth cycle. The reason for such a quick loss of the early memory in the FHN model is because for the early head-to-tail pattern to survive, the system should possess a periodic property; however, the system is in an excitable regime where stochastic effects dominate, hence the stochastic initiations quickly wash away the head-to-tail pattern. Below are some similarities between the FHN model and our model at HF wave level: 1. In a homogeneous domain, if all HFs are synchronized in telogen, they have equal probability of anagen initiation, in both models we see stochastic initiations dominate and there is no bilateral symmetry (Appendix 2—figure 11, 12, Murray et al., 2012). 2. In a homogeneous domain, when HFs near the head have higher built-in levels of activator signaling, both models show highly successive waves, that is target-like pattern (Appendix 2—figure 13, Figure S4 in Murray et al., 2012). Supplementary figures Supplementary tables

**Appendix 2—table 1.** Parameter values in the reaction-diffusion system: Appendix 2-Equations (1–4). (1) In Figure 1C, $\beta_{I}$ ranges from −11 to 2, and Figure 1B is obtained under $\beta_{I}=0$; both are noise-free, thus $\lambda_{A}=\lambda_{I}=0$. (2) In Appendix 2—figure 6, low, medium and high inhibitor L correspond to $\beta_{I}=-6,-3,0$, respectively, and weak, medium and strong noise correspond to $\lambda_{A}=\lambda_{I}=2,4,6$ – the same for both multiplicative and additive noise. (3) In Appendix 2—figure 8 and 9, low R and high R correspond to $R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=R=6$ or 60, respectively, while low, medium and high inhibitor L correspond to $\beta_{I}=-6,-3,0$, respectively, which is the same as in Appendix 2—figure 6. Appendix 2—figure 8 and 9 again show noise-free results, hence $\lambda_{A}=\lambda_{I}=0$. Also see Appendix 2—table 2 for supplementary parameter values. **DOI:** http://dx.doi.org/10.7554/eLife.22772.079

Reaction - Diffusion System						
Parameters			1D	2D	3D	
					Dorsal	Ventral
Preservation of Receptors		$R_{\text{tot}}^{A}$	10	10	15	50
		$R_{\text{tot}}^{I}$				
Diffusion		$D_{A}$	1	0.5	0.5	
		$D_{I}$				
Reaction		$k_{\text{on}}^{A}$	0.3			
		$k_{\text{off}}^{A}$	0			
		$k_{\text{on}}^{I}$	0.5			
		$k_{\text{off}}^{I}$	0			
Degradation		$k_{\text{deg}}^{A}$	2			
		$k_{\text{deg}}^{I}$	4	6.5	7	
Concentration Threshold		$\Delta_{+}$	1.5	2.25	2.6	
		$\Delta_{-}$	0			
Noise		$\lambda_{A}$	2/4/6	3.2	See Appendix 2—table 2.	
		$\lambda_{I}$				
Others		$\beta_{A}$	4			
		$\beta_{I}$	−11 → 2	2.3

**Appendix 2—table 2.** Parameter values in the reaction-diffusion system in 3D simulations, supplementary to Appendix 2—table 1. **DOI:** http://dx.doi.org/10.7554/eLife.22772.080

Figures	$\lambda_{A}=\lambda_{I}$	Others
Figure 2F	0.02	
Appendix 2—figure 7	0.05	
Appendix 2—figure 12	0.035	
Appendix 2—figure 13B	0.02	$\Delta_{+}=1.8$
Appendix 2—figure 15	0.035	
Appendix 2—figure 16	0.05	$\Delta_{+}=3,\alpha_{I}^{1}=22$
Appendix 2—figure 17	0.02	
Appendix 2—figure 18	0.02	
Appendix 2—figure 27	0	$\Delta_{+}=2.6/2.7$
Appendix 2—figure 28	0.02	$R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=15/20$
Appendix 2—figure 29	0.02	$R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=15/30$
Appendix 2—figure 30	0.02	$R_{\text{tot}}^{A}=R_{\text{tot}}^{I}=15/40$

**Appendix 2—table 3.** Values of temporal and geometric parameters. **DOI:** http://dx.doi.org/10.7554/eLife.22772.081

Time and geometry			
Parameters	1D	2D	3D
d⁢t	0.1		0.01
d⁢x	NA	1.5	2
d⁢y	NA		2
d⁢z	0.1		0.2
$h_{I}$	-1		
$d_{I}$	0.5		0.6
$d_{I\,I}$	0.8		
$h_{\max}$	-6		
$h_{\min}$	−1.8		
X	NA	90	60/100
Y	NA		100
Z	−10

**Appendix 2—table 4.** Activity strength of activator/inhibitor ligands (L), antagonists (A), receptors (R) and ligand-bond receptors (LR) in different phases within a full HF growth cycle. **DOI:** http://dx.doi.org/10.7554/eLife.22772.082

		Activator		Inhibitor	
		Region I	Region II	Region I	Region II
		(Bulge)	(sHG, Matrix, DP)	(Bulge)	(sHG, Matrix, DP)
Late Competent Telogen (late C)	L	3	(3,0,4)	2	(2,0,3)
	A	2	(2,0,1)	0	(0,0,3)
	R	2	(2,0,4)	3	(3,0,3)
	LR	4	(4,0,4)	1	(1,0,3)
Propagating Anagen (P)	L	2	(0,4,4)	2	(0,3,3)
	A	2	(0,2,3)	0	(0,2,2)
	R	2	(0,3,4)	3	(0,3,3)
	LR	4	(0,4,4)	1	(0,3,3)
Autonomous Anagen (A)	L	2	(0,4,4)	2	(0,4,4)
	A	2	(0,4,4)	0	(0,2,2)
	R	2	(0,3,4)	3	(0,3,3)
	LR	2	(0,4,4)	3	(0,3,3)
Catagen (Cat)	L	2	(2,0,2)	2	(2,0,4)
	A	2	(2,0,4)	0	(0,0,1)
	R	2	(2,0,4)	3	(3,0,3)
	LR	1	(1,0,1)	3	(3,0,3)
Refractory Telogen (R)	L	2	(2,0,1)	2	(2,0,4)
	A	2	(2,0,4)	0	(0,0,1)
	R	2	(2,0,4)	3	(3,0,3)
	LR	1	(1,0,1)	4	(4,0,4)
Early Competent Telogen (early C)	L	Similar to refractory telogen		Similar to late competent telogen	
	A				
	R				
	LR

**Appendix 2—table 5.** Parameter values of ligand productions (Appendix 2-equations (9, 10)) and HF growth (Appendix 2-equations (11, 12)). **DOI:** http://dx.doi.org/10.7554/eLife.22772.083

Ligand production					HF growth			
Parameters	1D	2D	3D		Parameters	1D	2D	3D
$\alpha_{A}^{+,1}$	6	20	40		$H^{+}$	0.2		
$\alpha_{A}^{+,0}$	3	0	0		$m^{+}$	4		
$\alpha_{A}^{-}$	1.5	1.5	3		$H^{-}$	2		
$\alpha_{I}^{0}$	−7.8	−13	−32		$m^{-}$	2		
$\alpha_{I}^{1}$	6	10	20					Supplementary appendix 2 - video captions 10.7554/eLife.22772.084 Appendix 2—video 1. 3D simulation of dorsal HF waves, where all HFs have equal probability of anagen initiation, allowing spontaneous anagen initiations. Here we see spontaneous anagen initiations over the dorsal domain from the very first cycle, against the experimental observations of early head-to-tail wave degenerating into later spontaneous initiations showing some bilateral symmetry. Also see Appendix 2—figure 12. **DOI:** http://dx.doi.org/10.7554/eLife.22772.084 10.7554/eLife.22772.085 Appendix 2—video 2. 3D simulations of dorsal HF waves, where HFs near the head have higher built-in levels of activator signaling. Here we see highly successive steady waves characterized as the ‘target-like wave’ pattern, also against experimental observations. Also see Appendix 2—figure 13B. **DOI:** http://dx.doi.org/10.7554/eLife.22772.085 10.7554/eLife.22772.086 Appendix 2—video 3. 3D modeling of HF growth pattern evolution with head-to-tail hair cycle asynchrony. Initial asynchrony was introduced into the field by assigning a group of HFs on one end with a one-time increase in activator ligands. Simulations faithfully reproduce head-to-tail asynchrony of the first cycle. However, this asynchrony fails to degrade quickly, and persists during multiple consecutive cycles. This differs from rapid HF growth pattern evolution observable in mice. Also see Appendix 2—figure 15. **DOI:** http://dx.doi.org/10.7554/eLife.22772.086 10.7554/eLife.22772.087 Appendix 2—video 4. 3D modeling of dorsal-ventral HF wave interaction. Initial head-to-tail asynchrony in the dorsal domain was introduced by assigning a group of HFs on one end with a one-time increase in activator ligands. We also block ventral HF growth until t = 14 to simulate the temporal-advancement in dorsal domain. Ventral HFs has faster cycle than dorsal HFs. Simulations reproduce head-to-tail asynchrony of first two cycles, which degrades into spontaneous waves possessing bilateral symmetries in later cycles, similar to what is observed from experiments. Also see Figure 2F. **DOI:** http://dx.doi.org/10.7554/eLife.22772.087 10.7554/eLife.22772.088 Appendix 2—video 5. Regions like eyelids, physical breaks in the skin can break homogenous wave spreading. The black region is ‘cut-off’ from the homogeneous outside region, i.e., no HF growth is allowed in this region and no molecules are allowed to diffuse into it. As the HF wave propagates, the black region breaks the wave spreading, creating a distortion-like effect. Also see Figure 7A. **DOI:** http://dx.doi.org/10.7554/eLife.22772.088

How the deposited data were processed for this re-analysis (not part of the article)

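RNA of whole skin from the chin, ventral and dorsal domains of mice at 6 hair cycle stages, and of telogen ear skin and the ear cartilage/muscle complex, had been sequenced as paired-end reads. The authors aligned the reads to mm10 with the GENCODE vM8 annotation, quantified them with RSEM 1.2.25 and deposited FPKM per gene. The deposited FPKM values cover 43 libraries of the skin domains and 7 of the ear, with 46983 genes in each table and 2 decimals per value. The dorsal skin columns of the ear table, 2 libraries labelled competent telogen, hold the same values as in the skin domain table, so that 48 libraries are distinct. The authors used edgeR 3.14.0 on FPKM and state that samples were batch-effect corrected, and their text names no batches and no thresholds. No counts were at hand, so limma was used here on log2 values and no count model was fitted. Microarray data of the paper were not analysed here.

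Libraries were assigned to domain, stage and replicate from the column names and the sample descriptions. Replicate numbers were not used as pairs, since neither the paper nor the sample descriptions state that libraries with the same number come from the same mouse. Values were taken as log2(FPKM + 1), with a pseudocount of 1, and genes with at least 0.5 FPKM in at least 2 libraries of a comparison were tested. Models were fitted with limma 3.58.1 and statmod 1.5.0 in R 4.3.3, with empirical Bayes moderation and a trend of the variance on the mean level, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. The 43 skin libraries were fitted as 18 groups for the differences among domains at each stage and the interaction of domain and stage. Refractory telogen was fitted on its 7 libraries, and the ear tissues on the 7 libraries of the ear table. A gene set a domain apart when it differed in the same direction from both other domains. A gene was enriched in an ear table tissue when its mean was at least 5 FPKM and at least 5-fold above both other tissues, with an adjusted p under the threshold in both comparisons. Lists of marker genes were tested with camera, with an inter-gene correlation of 0.01. The shares of squared distance explained by domain, stage and tissue were tested by permuting labels, with 100000 permutations for the skin domains and all arrangements for the ear. Distances, permutations, depth and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene positions and overlaps came from GENCODE vM21 on GRCm38.

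Genes were named by a rule. They are each gene of Figure 4F, Figure 6D and the results text on the RNA-seq, the members of the BMP and WNT ligand and antagonist lists where these are summarised, and for each gene count the 2 genes with the largest log2 fold change in each direction among those that pass and whose libraries do not overlap between groups. The values of some genes that the rule names are not reported here, and the families are given as counts with some of their members. Genes outside this rule are said to have been chosen after their values were seen.

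Depth was estimated from the steps of whole fragments in the FPKM values of 25166 genes with a single transcript. The estimates ranged from 6820894 to 29221045 fragments per library. On simulated data the estimate returned the depth that was put in for 3 depths. The intervals between FPKM steps cover counting error only. Limma and the list tests were tested on simulated data with genes that varied independently. The permutation test gave p under 0.05 in 6 of 100 simulated sets without an effect.

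The alternatives tried were a pseudocount of 0.1, no filter on low values, a minimum of 5 FPKM, rescaling to TPM, scaling by the median of ratios, quantile normalization, no variance trend, the replicate number as a block, other fold and level thresholds, fry in place of camera, all 43 skin libraries in 1 fit, distances without a log or without scaling of each gene, the 1000 genes with the largest variance, other ratios of mean FPKM, and each library left out in turn. The dorsal refractory telogen libraries as the dorsal group of the ear comparison were added after the data had been seen. Gene ontologies were not tested, since no ontology was at hand.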

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

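The tests of explanations for these results were chosen only after the result was seen, and only for the rescaling of the hair shaft, skeletal muscle, macrophage and lipid storage lists was the outcome of the test, though not the pattern, still unseen when it was written down.

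Proliferation genes changed in opposite directions from competent telogen to early anagen in 2 domains. The 20 genes of the list fell by 2.46 on the log2 scale in ventral skin, where 0 of 20 rose, and rose by 1.38 in dorsal skin, where 20 of 20 rose, a difference of -3.84 (camera test of the interaction, adjusted p = 2.75e-19 over 6 comparisons). The ventral level was 4.93 at competent telogen and 2.47 at early anagen. Scaling did not account for the difference, which was -3.19 after scaling by the median of ratios, with adjusted p between 3.83e-25 and 3.89e-19 over the alternatives. An exchange of the ventral competent telogen and early anagen labels (a mislabelled sample) was looked at through the nearest library of another condition. For 6 of these 6 libraries it lay on the side that an exchange predicts, an anagen library for those labelled competent telogen and a telogen library for those labelled early anagen. The same held for 8 of 8 chin and dorsal libraries of these stages, some of them through libraries whose own labels are in doubt, so the test decides neither for nor against an exchange. The pattern cannot be told apart from exchanged labels, and no biological explanation was tested.

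In chin skin the same list changed by -0.06 between these stages, with 7 of 20 genes up, against 1.38 in dorsal skin, a difference of -1.44 (adjusted p = 1.03e-10). It was -1.02 after scaling by the median of ratios and -1.54 with a pseudocount of 0.1, with adjusted p at most 9.72e-10. This difference rests on the same dorsal libraries as the next one.

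Hair shaft genes fell by 2.06 from competent telogen to early anagen in dorsal skin, with 3 of 28 genes up, and rose by 0.47 in chin skin, with 26 of 28 up, a difference of -2.53 (adjusted p = 8.57e-31). After scaling by the median of ratios the difference was -2.96, with adjusted p between 2.85e-31 and 1.37e-13 over the alternatives, the highest with fry in place of camera, so scaling does not account for it. The mean level of these genes in dorsal competent telogen, 8.34, was as high as in dorsal and chin late anagen, 8.37 and 8.31, and above that in chin and ventral competent telogen, 7.06 and 6.97. Over the Hox genes the dorsal competent telogen and chin late anagen libraries differed by 0.123, less than any other pair of chin and dorsal conditions. A mislabelled condition may therefore lie behind the pattern and cannot be told apart from a biological one.

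Skeletal muscle, macrophage and lipid storage genes were higher in chin than in dorsal skin at refractory telogen and lower at early anagen. The chin minus dorsal difference of the muscle list was 1.55 with 30 of 30 genes higher at refractory telogen and -2.52 with 0 of 30 higher at early anagen, a difference of 4.07 (adjusted p = 9.03e-22). For macrophage genes it was 1.69 (24 of 24) and -0.60 (3 of 24), a difference of 2.29 (adjusted p = 8.81e-11), and for lipid storage genes 1.81 (24 of 24) and -0.81 (2 of 24), a difference of 2.63 (adjusted p = 2.18e-15). The smallest of the 3 differences was 1.98 after scaling by the median of ratios, with adjusted p between 1.29e-12 (fry) and 4.67e-11 over the alternatives for that list, so scaling does not account for them. If the samples had held different amounts of the layers under the dermis at all stages, the lists would rise together over the 18 conditions. Lipid storage and skeletal muscle levels gave Pearson r 0.295 (permutation p = 0.235) and Spearman rho 0.164 (permutation p = 0.515), and r was -0.164 (p = 0.543) without the 2 conditions farthest from the median. Skeletal muscle and macrophage levels gave r 0.452 (permutation p = 0.0588, adjusted 0.0883), rho 0.309 (permutation p = 0.214, adjusted 0.321) and r 0.165 without those 2. Lipid storage and macrophage levels rose together, with r 0.859 (permutation p = 3.00e-05, adjusted 9.00e-05), rho 0.792 (permutation p = 0.00018, adjusted 0.00054) and r 0.773 without those 2. These 3 relations are all that were computed. In the conditions of the pattern itself all 3 lists moved together, which relations over 18 conditions do not rule out as a share of deeper layers. The pattern cannot be told apart from this explanation, and exchanged labels at early anagen were not tested for these lists.

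Y-linked genes were high in both ear skin libraries and low in the other 46 libraries, a signal the paper does not discuss. The mean log2(FPKM + 1) of Ddx3y, Eif2s3y, Kdm5d and Uty was at least 4.17 in ear skin and at most 0.595 in the other libraries, with Ddx3y between 30.35 and 32.19 FPKM in ear skin and at most 0.03 elsewhere. A small share of male tissue in female samples would leave Xist high, but its highest value in ear skin was 0.02 FPKM. This is 0.526% of its lowest value in the other libraries, 3.8 FPKM, which is consistent with male ear skin and female other samples. Sex and tissue therefore cannot be told apart in comparisons of ear skin with the other tissues. No paired libraries of both sexes were at hand.

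Immediate early genes were high in the cartilage/muscle complex. The mean level over the 16 genes was at least 8.16 in its 3 libraries, at most 4.34 in ear skin and at most 6.10 in all 43 skin domain libraries. A stress response during dissection would also raise heat shock genes. Their lowest level in the complex was 0.176 above the highest of dorsal competent telogen, but the levels of 6.47 to 6.61 lay within the range of dorsal skin over all stages, 6.24 to 6.87. The test could not separate the 2 cases, so the pattern cannot be told apart from a response to dissection.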

How the results depend on the processing

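No test of an explanation was chosen for the results of this part after they were seen, and all alternatives were set before the data were examined, apart from the dorsal refractory telogen libraries as the dorsal skin group, chosen after seeing the data.

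The permutation tests of domain and stage and the macrophage, lipid storage and skeletal muscle differences kept their direction and side of the threshold under each alternative run. The share explained by the domain lay between 7.44% and 8.09% (permutation test, highest p = 0.00048), and between 7.25% and 7.92% (permutation test, highest p = 0.0007) with each library left out in turn. That of the stage lay between 25.7% and 32.9%, and between 29.3% and 31.2% with each library left out. The count of genes with an interaction of domain and stage, 15577, ranged from 11058 to 16344, and the F-test count of the ear, 16023, from 10754 to 17079. Pairs of a gene and a stage that differ among domains numbered 798 to 920 for putative activators and 393 to 471 for putative inhibitors, against 872 and 426 with the values as deposited. Tissue explained 84% to 91.4% in the ear table, and 84.9% to 89.3% with each library left out in turn, against 85.1% as deposited.

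The counts of refractory telogen moved in both directions, and the cause was not tested. With all 43 libraries in the fit, 9133 genes passed the F-test and 4477, 1013 and 1861 set chin, ventral and dorsal skin apart. Without a filter on low values chin and ventral genes were 1017 and 129. A minimum of 2-fold left 2005 genes in the F-test and 639 for chin, and TPM rescaling left 270 for dorsal skin. With each chin library left out in turn, the only group from which one can be removed with a test left, the ranges were 1500 to 3503 genes for the F-test, 576 to 1746 for chin, 97 to 273 for ventral and 223 to 568 for dorsal skin.

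Libraries with the same replicate number had slightly higher mean correlations than others, a difference that was not tested. It rested on 6 pairs with the same number in refractory telogen and on 2 for the cartilage/muscle complex and dorsal skin. With the same number the mean correlations were 0.0026 over the 18 conditions, 0.0332 in refractory telogen and 0.0316 for the complex and dorsal skin. For libraries with different numbers they were -0.0016, -0.0199 and -0.0158 in the same order. With replicate number as a block, 941 genes passed the F-test of refractory telogen, and 332, 66 and 156 set chin, ventral and dorsal skin apart. For the complex against dorsal skin alone, 13257 of 18170 genes differed without a block and 11961 with one. For the 3 tissues together that alternative was not run, because the ear skin columns could not be matched to their samples by number. The Y-linked genes and Xist also argue against ear skin from the same mice as the other tissues.

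Enriched genes of the ear table numbered 4433 for ear skin, 2022 for dorsal skin and 4721 for the cartilage/muscle complex with the adjusted p alone, and 1237, 745 and 1552 with 2-fold in place of 5-fold. For smooth muscle, the difference of 0.51 passed the threshold with fry (adjusted p = 0.0419, up to 0.892 over the alternatives) and not with camera.

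Among the comparisons of single genes followed over the alternatives, log2 fold changes that changed sign were 0.58 or less in size with the values as deposited. Scaling by the median of ratios gave -0.28 for Bambi in the complex over dorsal skin, and for ear over dorsal skin -0.23 for Bmper and -0.16 for Wnt3a. Quantile normalization gave -0.29 for Bmper (limma, adjusted p = 0.0231), -0.19 for Wnt3a and -0.015 for Frzb in ear over dorsal skin. It gave 0.032 for Chrdl1 in ventral over chin skin. TPM rescaling gave 0.0057 for Wnt3 in ear over dorsal skin. Against refractory dorsal skin the values were -0.0038 for Ctgf and -0.157 for Sostdc1 in ear skin, and -0.062 for Rps3a3 in the complex. Family members outside this list changed as well. Sfrp4 was lower than in dorsal competent telogen skin, with -0.70 in ear skin and -0.93 in the complex. Against refractory dorsal skin it was higher in both. Chrdl1 in ear skin (-0.46) and Wnt2 in the complex (-0.54) also went from lower to higher. The cause was not tested.

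Among named genes, the results that changed in another way were 2 weaker and 8 stronger of 60 with all libraries in the fit, 8 weaker of 142 without a filter, 4 weaker and 2 stronger of 148 with a pseudocount of 0.1, 4 weaker and 4 stronger of 142 with quantile normalization, 4 weaker and 1 stronger of 142 with TPM, 7 weaker and 4 stronger of 148 with the median of ratios, 11 weaker of 106 with the block, and 4 weaker and 1 stronger of 70 against refractory dorsal skin. All 142 kept their call without the variance trend, and all 115 that could be tested did with a minimum of 5 FPKM. With each chin or cartilage/muscle library left out, which keeps at least 2 libraries per group, 369 results were the same, 20 weaker and 1 stronger. With a library of another group left out no test remains, and the 492 log2 fold changes that could be computed moved by less than the spread between replicates, as they must with 2 libraries in a group. Ratios of mean FPKM moved by more than the spread between replicates for 8 of 70 with 0.1 added, 40 with 1 added and 47 after scaling by the median of ratios. With 2 libraries in a group, changes of 1 on the log2 scale were recovered in the simulated data for 33% of genes, which limits how many smaller differences are found.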

Differences from the paper's values

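No test of a cause was made for these differences, so no tests were chosen after they were seen. Folds are ratios of mean FPKM, negative when lower, and the alternatives set before the data were examined are the same ratios with 0.1 or 1 added to each mean, or after scaling by the median of ratios.

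In Fig. 4F, read by eye, the paper's fold of Wnt2 in dorsal over chin skin is about -3.8 and the value here -8.60, with -4.8 after adding 0.1, the alternative within the paper's value. For Sfrp4 in dorsal over chin skin the paper's fold is about -22 in Fig. 4F, read by eye, against -40.8 here and -28.5 after adding 0.1. In both cases adding 1 or the median of ratios did not close the gap.

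In Fig. 6D, read by eye, the paper's fold of Bmp5 is about 5.0 for ear skin and about 350 for the cartilage/muscle complex, against 62.0 and 5077 here, and 6.54 and 462 after adding 0.1, the only alternative that closes either gap. For Bmp8a in the complex, the paper's fold is about -100 in Fig. 6D, read by eye, against -537 here and -102 after adding 0.1. The paper's fold of Wnt7b in the complex is about -52 in Fig. 6D, read by eye, against -564 here and -52.2 after adding 0.1, and that of Wnt10a about -71 against -107 and -62.8. For Shh in ear skin the paper's fold is about -18 in Fig. 6D, read by eye, against -83.6 here and -17.5 after adding 0.1. Of these alternatives only adding 0.1 closes the gap for Bmp8a, Wnt7b, Wnt10a and Shh.

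For Chrd the paper's folds are about 2.4 in ear skin and about 7.8 in the complex (Fig. 6D, read by eye), against 3.76 and 12.4 here. In ear skin all 3 alternatives close the gap, with 3.16 after adding 0.1, 1.73 after adding 1 and 2.67 after scaling by the median of ratios, and in the complex adding 0.1 (9.95) and the median of ratios (9.40) do. In 4 cases the direction differs. The paper's fold of Bambi in the complex is about -1.2 (Fig. 6D, read by eye) against 1.09 here and -1.22 after scaling by the median of ratios. For Bmper in ear skin it is about -1.2 against 1.12 and -1.26, and for Wnt3a in ear skin about -1.1 against 1.25 and -1.13, the median of ratios being the alternative that closes each gap. For Wif1 in ear skin the paper's fold is about -1.4 (Fig. 6D, read by eye) against 1.88 here, and none of the alternatives closes the gap, the nearest being 1.34 after scaling by the median of ratios.

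The paper's number of differentially expressed genes in refractory telogen is 1407, against 3852 in the F-test and 2248 as the sum of genes that set 1 domain apart. For the F-test, the alternatives within 1.5 times the paper's number are a minimum of 2-fold (2005), the replicate block (941) and leaving out chin replicate 1 (1582) or replicate 3 (1500), and the others are not. For the sum they are no filter on low values (1451), a minimum of 2-fold (1081), a minimum of 5 FPKM (1952), quantile normalization (2079) and leaving out chin replicate 1 (958). The paper's number for chin is about 690 in Fig. 4D, read by eye, against 1612, with 1017 without a filter, 639 at 2-fold, and 609 and 576 without chin replicate 1 or replicate 3. For ventral skin it is about 300 in Fig. 4D, read by eye, against 198, with 200 without the variance trend, 255 with a pseudocount of 0.1, 218 with quantile normalization, 241 with the median of ratios and 273 without chin replicate 2.

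Further points concern what the paper states. The text names refractory telogen dorsal skin as the comparator of the ear tissues and the legend first telogen dorsal skin, and the columns of the ear table are labelled competent telogen. Figure 4F includes Fgf10 and Shh among the differentially expressed genes. Here Fgf10 in dorsal over chin skin had a log2 fold change of -0.65 (adjusted p = 0.0729), and it passed the threshold with a pseudocount of 0.1 (adjusted p = 0.0406) and with all 43 libraries in the fit (adjusted p = 0.000694, with adjusted p up to 0.191 over the alternatives), while for Shh it was 0.36 (adjusted p = 0.393) in dorsal over chin and 0.43 (adjusted p = 0.323) in ventral over chin skin. For gene families in refractory telogen, the text gives dorsal skin as depleted for WNT ligands, and Wnt5a was higher there than in chin skin, with a log2 fold change of 1.17 (adjusted p = 0.0229, up to 0.103 over the alternatives). The legend of Figure 4 marks a non-canonical WNT ligand with an asterisk.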

Other observations

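The tests in this part were chosen only after the result was seen.

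The libraries labelled dorsal competent telogen and chin late anagen lay as close as replicates over all genes, at 0.997 of the distance within the conditions. A candidate explanation is that the 4 libraries come from the same kind of skin, through a mislabelled sample. Over 28 Hox genes, which differ between body regions, the 2 conditions differed by 0.123 on the log2 scale, less than any of the other pairs among 36 of chin and dorsal conditions, the next of which differed by 0.272. The other explanation looked at is that the 2 conditions share a stage of the hair cycle but come from different body regions. A first test of it was undecided, as the difference was 39.7% of that of the lowest same-stage pair, chin and dorsal late anagen, which itself holds the chin late anagen libraries. A second test took its place after the values had been seen and left both conditions out when choosing genes. The 5 other chin and 5 other dorsal conditions did not overlap for 3 Hox genes, Hoxa7, Hoxb6 and Hoxb7, and for 3 of these 3 chin late anagen lay within the range of the other dorsal conditions, which speaks against different regions. With so few genes of 1 family, a change of these genes with the stage in chin skin was not ruled out. The ear comparisons use these dorsal libraries, so a wrong label would carry over to them. Hoxb6 was 2.93 in chin late anagen and at most 0.94 in the other chin conditions on the log2 scale, and it lay between 2.21 and 4.04 in dorsal conditions. The ratio of observed variation to that expected from counting noise was 1.32 between the 2 dorsal competent telogen libraries, and 18.8 for the ventral refractory telogen pair and 10.8 for the chin mid-anagen pair.

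All 48 libraries have FPKM values on steps of whole fragments. One hypothesis is that these are the values before batch correction, which would rescale each gene in each batch. The lowest step score of the libraries was 0.614, while simulated values rescaled gene by gene reached at most 0.149. Simulated values that were not rescaled scored 0.925 to 0.962, above all libraries, so the libraries lie between the 2 cases and nearer to the second. A correction of every gene by its own factor, of the size simulated, would not leave a score of 0.614. Smaller factors were not simulated. They were not ruled out, nor was a correction that moves part of the genes, or all genes of a library by 1 factor.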
